# A semidominant point mutation of Mediator tail subunit MED5b in Arabidopsis leads to altered enrichment of H3K27me3 and reduced expression of targets of MYC2

**DOI:** 10.1093/g3journal/jkae301

**Published:** 2025-02-14

**Authors:** Jiaxin Long, Shelby Sliger, Zhi-Wei Luo, Pete E Pascuzzi, Clint Chapple, Joe Ogas

**Keywords:** Mediator complex, *ref4-3*, MYC2, H3K27me3 homeostasis, environmental response, *Arabidopsis thaliana*, Plant Genetics and Genomics

## Abstract

The Mediator complex coordinates regulatory input for transcription driven by RNA polymerase II in eukaryotes. *reduced epidermal fluorescence4-3* (*ref4-3*) is a semidominant mutation that results in a single amino acid substitution in the Mediator tail subunit Med5b. Previous characterization of *ref4-3* revealed altered expression of a variety of loci in Arabidopsis, including those contributing to phenylpropanoid biosynthesis. Examination of existing RNA-seq data indicated that loci enriched for the transcriptionally repressive chromatin modification H3K27me3 are overrepresented among genes that are misregulated in *ref4-3*. We used ChIP-seq and RNA-seq to examine the possibility that perturbation of H3K27me3 homeostasis in *ref4-3* plants contributed to altered transcript levels. We observed that *ref4-3* results in a modest global reduction of H3K27me3 at enriched loci and that this reduction is not dependent on gene expression; however, altered H3K27me3 was not strongly predictive of altered expression in *ref4-3* plants. Instead, our analyses revealed a substantial enrichment of targets of the MYC2 transcriptional regulator among genes that exhibit decreased expression in *ref4-3*. Consistent with previous characterization of *ref4-3*, we observed that *ref4-3*-dependent decreased expression of MYC2 targets can be suppressed by loss of another Mediator tail subunit, MED25. This observation is consistent with previous biochemical characterization of MYC2. Our data highlight the diverse and distinct impacts that a single amino acid change in the tail subunit of Mediator can have on transcriptional circuits and raise the prospect that Mediator directly contributes to H3K27me3 homeostasis in plants.

## Introduction

Mediator is a conserved modular complex that coordinates regulatory information conveyed by transcription factors to RNA polymerase II (RNAPII) and is also a component of the preinitiation complex (PIC) that initiates RNAPII-driven transcription (Dolan and Chapple 2017; Malik *et al*. 2017; Chen *et al*. 2022; Richter *et al*. 2022). As such, it plays a critical role in integrating the diverse regulatory pathways that govern transcription at a multitude of loci in eukaryotes. Phylogenetic and structural analysis of Mediator in yeast and mammals reveals substantial evolution of this conserved complex. There are 21 Mediator subunits in the budding yeast *Saccharomyces cerevisiae* and 26 subunits in humans. Cryo-EM structural analysis in yeast (Robinson *et al*. 2015) and subsequently in humans (Abdella *et al*. 2021) and mice (Zhao *et al*. 2021) reveals 4 comparable modules: a head module, a middle module, a tail module, and a kinase module (Dotson *et al*. 2000; Richter *et al*. 2022). The structure of the yeast and vertebrate Mediator complexes are clearly distinguishable, however, consistent with the emergence of novel regulatory strategies for Mediator in these phyla. Further, although depletion or ablation of subunits in yeast indicates that the individual modules function independently in this organism, extensive interconnections between subunits of Mediator in human and mouse (Richter *et al*. 2022) suggest that the modules function in a more coordinated fashion in mammals.

In both yeast and animals, the 4 subunits of Mediator play distinct roles. The kinase module reversibly associates with the other 3 modules of Mediator to generate 2 distinct Mediator complexes, sometimes referred to as Mediator and CDK-Mediator, that have different regulatory properties (Luyties and Taatjes 2022). Association of the kinase module with Mediator blocks its interaction with RNAPII and thus assembly of PIC. Yet the kinase module also contributes to promoter escape of RNAPII and release of RNAPII from pausing during elongation (Luyties and Taatjes 2022), demonstrating the dynamic nature of Mediator during the various stages of transcription. The head and the middle module of mediator interact with RNAPII and general transcription factors directly, whereas the tail module recognizes gene-specific TFs and integrates signals from TFs for transcriptional regulation (Allen and Taatjes 2015; Yang *et al*. 2016; Chen *et al*. 2022; Richter *et al*. 2022).

Although the structure of a plant Mediator complex has yet to be reported, phylogenetic, genetic, and biochemical analyses to date are largely consistent with previous characterization of Mediator in yeast and animals (Buendia-Monreal and Gillmor 2016; Yang *et al*. 2016; Dolan and Chapple 2017; Malik *et al*. 2017; Agrawal *et al*. 2021; Leydon *et al*. 2021). Functional analysis of an extensive collection of mutations in Mediator subunits in Arabidopsis has linked Mediator to a wide range of transcriptional pathways in plants including those involved in abiotic and biotic stress, hormone signaling, development, and metabolism. Analysis of these mutants has also linked specific modules to transcriptional pathways in plants. Functional analysis of MED12 and MED13 of the kinase module, for example, links the kinase module to repression of seed maturation genes during early seedling growth (Chhun *et al*. 2016) as well as to activation of light-responsive genes and genes lacking chromatin features associated with robust expression (Liu *et al*. 2020).

Genetic characterization of the tail module of Mediator in Arabidopsis suggests a critical role in conferring regulatory information by transcription factors (Buendia-Monreal and Gillmor 2016; Yang *et al*. 2016; Mao *et al*. 2019b; Zhai *et al*. 2020; Chen *et al*. 2022). Mutations in tail subunits impact a wide variety of plant adaptive responses including plant defense, jasmonic acid (JA) signaling, phenylpropanoid biosynthesis, as well as cold and shade responses. Biochemical characterization of MED25 has identified over 20 transcription factors with which it interacts (Yang *et al*. 2016; Kazan 2017; Zhai *et al*. 2020) including MYC2 (Cevik *et al*. 2012; Chen *et al*. 2012; An *et al*. 2017; Zhai *et al*. 2020), strongly suggesting that this regulatory information is conveyed by direct interaction of transcription factors with tail subunits, contributing to either transcriptional activation or repression.

Previous characterization of *MED5a* and *MED5b* of the tail module of Mediator in Arabidopsis links both to homeostasis of transcriptional circuits associated with phenylpropanoid metabolism (Bonawitz *et al*. 2012). *med5a med5b* plants exhibit elevated transcript levels of genes associated with phenylpropanoid biosynthesis whereas a semidominant mutant allele of *MED5b*, *ref4-3*, exhibits constitutive repression of genes associated with phenylpropanoid biosynthesis. Intriguingly, mutation of genes encoding other subunits of the tail module, including *MED2*, *MED16*, and *MED23*, suppresses the transcript and metabolic phenotype of *ref4-3*, indicating that an intact tail module is required for *ref4-3* to impair transcriptional regulation (Dolan *et al*. 2017).

We observed that genes enriched for the repressive epigenetic modification trimethylation of histone H3 lysine 27 (H3K27me3) are overrepresented in genes exhibiting altered expression in *ref4-3* plants. To further examine the relationship between *ref4-3* and H3K27me3, we undertook ChIP-seq and RNA-seq. Our data indicate that *ref4-3* results in a reduction of H3K27me3 at many loci, including those with no detectable expression. This loss of H3K27me3 is likely to contribute to previously characterized *ref4-3* phenotypes. Further, our data reveal a dramatic impact on a subset of transcriptional pathways directly mediated by MYC2. Our combined data raise the possibility that Mediator can contribute to chromatin features in a transcription-independent fashion and highlight the impact of changing a single amino acid of a Mediator tail subunit on a transcriptional circuit.

## Materials and methods

### Plant lines and growth conditions

Plants used in this study are all in the Columbia background. The previously characterized mutants used in this study are *ref4-3*, *myc2* (SALK_017005), *myc2 ref4-3*, *med25* (SALK_129555), and *med25 ref4-3*. The genotype of *ref4-3* was confirmed by PCR followed by restriction digestion as described previously (Stout *et al*. 2008). The list of primers used for PCR verification for each allele is included in Supplementary Table 18. Plants used for RNA-seq, ChIP-seq, metabolite MS analysis, and qPCR were sown directly on soil in pots. Seeds were cold treated in dark at 4°C for 3 days before moving to a Percival AR75 growth chamber. Plants were grown under 16-h light/8-h dark photoperiod cycle at 150 μE light (Phillip F32T8/TL941) with far-red supplements (soft white 25 W incandescent light) at 22°C prior to sample collection. Samples for the following analyses were harvested 6 h after the light was turned on.

### RNA extraction

Total RNA was extracted from 21-day-old shoot tissue of 5 plants that had not bolted and that were randomly selected from 5 individual pots using a RNeasy Plant Mini Kit (Qiagen; catalog no. 74904) following with the DNase I digestion and RNA cleanup included in an RNA Clean & Concentrator kit (Zymo Research; catalog no. 1014). Three biological replicates were collected for each indicated genotype.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as previously described (Carter *et al*. 2018) with minor modifications. Four grams of 21-day-old whole shoot tissue was collected for each replicate. Nuclear lysis buffer was replaced with 1.7 mL of ChIP Lysis Buffer [50 mM HEPES-NaOH (pH 7.4), 16.7 mM Tris-HCl (pH 8), 1 mM EDTA (pH 8), 150 mM NaCl, 0.1% SDS (w/v), 1% Triton X-100 (v/v), 0.1% sodium deoxycholate, 1 cOmplete mini tablet per 10 mL solution]. The total chromatin samples were sonicated using Bioruptor Pico. Sheared chromatin samples were stored at −80°C overnight prior to the immunoprecipitation. The following antibodies were used in the analysis: Anti-H3 (ab1791, Abcam) (1:200 dilution), Anti-H3K27me3 (07-449, Millipore) (1:100 dilution), and Anti-H2A.Z (1.5 µg for a 500 µL IP sample) (Deal *et al*. 2007). The QIAquick MinElute PCR purification kit was replaced with ChIP DNA Clean & Concentrator purification kit (D5205, Zymo Research) for elution of the ChIP DNA. The eluted ChIP DNA was quantified using a Qubit 2.0 Fluorometer and used immediately in library construction.

### Library preparation and sequencing

cDNA library construction and ChIP DNA library construction were performed in house. One microgram of total RNA of each sample was used for cDNA library construction. cDNA library construction was performed using an NEBNext Ultra II Directional RNA Library Prep Kit (NEB; catalog no. E7760S) combined with an NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB; catalog no. E7490S) according to the manufacturer's manual. 0.5 ng eluted ChIP DNA was used for each library construction. ChIP DNA libraries were constructed using a NEBNext Ultra II DNA Library Prep Kit (NEB; catalog no. E7645L) according to the manufacturer's manual. Illumina Multiplexing adapter was used for indexing. Paired-end 150-bp sequencing was performed using an Illumina NovaSeq S4 lane.

### Differential expression analysis

About 70 million reads per sample were trimmed of adapter and polyG sequences using fastp (v 0.23.2) (Chen *et al*. 2018). The quality of the trimmed fastq files was examined using fastQC (v 0.12.1). The resulting fastq files mapped to the TAIR10 reference genome assembly (Pruitt *et al*. 2012) using hisat2 (v 2.2.1). The mapped SAM files were converted to BAM files using SAMtools (v 1.17) (Li *et al*. 2009). The mapped BAM files were sorted and indexed using SAMtools. The gene feature was counted in DESeq2 and limma packages in Bioconductor. Differentially expressed genes (DEGs) were identified using the Bioconductor edgeR package (v 3.42.4) (Robinson *et al*. 2010) with Fisher's exact test with a Benjamini–Hochberg false discovery rate (FDR) threshold of <0.05 and a fold change threshold > 2 (Robinson *et al*. 2010). Genes were annotated based on Araport 11 annotation (Cheng *et al*. 2017).

### Enrichment and differential enrichment analyses

About 70 million reads per sample were trimmed of adapter and polyG sequences using fastp (v 0.23.2) (Chen *et al*. 2018). The quality of the trimmed fastq files was examined using fastQC (v 0.12.1). The trimmed fastq files mapped to the TAIR10 reference genome assembly (Berardini *et al*. 2015) using Bowtie2 (v 2.4.2) (Langmead and Salzberg 2012). The mapped SAM files were converted to BAM files using SAMtools (v 1.17) (Li *et al*. 2009). The resulting BAM files were filtered such that only proper pairs of the reads were kept for the following analysis. The filtered BAM files then sorted and indexed with SAMtools. For peak-finding, the BAM files were converted to paired-end BED files. Epic2 (v 0.0.52) (Stovner and Saetrom 2019) was used for peak-calling with the effective genome size equals to 0.85 and a bin size and gap size equals to 200 bp. There was high correlation between individual replicates (0.8 or greater for H2AZ and 0.9 or greater for H3K27me3), so the BAM files were merged to identify a final set of islands. The identified islands were converted to BED files for following analysis and visualization in IGV.

Identified epic2 islands of each modification in *ref4-3* and wild-type plants were merged by union to determine the islands of interests. Genes marked by the chromatin-associated features were determined by the exhibiting a minimum 200 bp overlaps with the identified epic2 islands. The islands of interests were intersected with genes with a minimum 200 bp overlaps to decide the regions of interests. In general, genes intersected with a single H2AZ or H3K27me3 island, but 11% of identified genes intersected 2 or more H2AZ islands whereas 4% of identified genes intersected with 2 or more H3K27me3 islands. To determine ChIP-seq counts within these regions, the BAM files for each sample were used with the Bioconductor function summarizeOverlaps with the following arguments: mode = ”Union”, inter.feature = FALSE, ignore.strand = TRUE, singleEnd = FALSE, and fragments = FALSE. The resulting count matrix was used for differentially enrichment analysis. Genes that are differentially enriched for H3K27me3 and/or H2A.Z were identified using the Bioconductor edgeR package (v 3.42.4) with Fisher's exact test with a Benjamini–Hochberg FDR threshold of <0.05 and a fold change threshold > 1.2 (Robinson *et al*. 2010). Genes were annotated based on Araport11 annotation (Cheng *et al*. 2017).

### Generation of metagene plots and heatmaps

The metagene plots and heatmaps were generated with deepTools2.0 (v 3.5.1). Indexed BAM files were converted to bigwig files using bamCompare. Reads per kilobase per million mapped reads (RPKM) was used as the normalization method, and the subtract operation was used to normalize the IP sample to its corresponding input DNA. The resulting bigwig files were converted to metagene plots and heatmaps using computeMatrix and plotProfile. Standard error for each metagene plot is indicated by shading of the trendline and was determined using *–plotType se* in the plotProfile function.

### Jasmonic acid extraction

The extraction of JA was performed as previously described in Pan *et al*. (2010) with modifications. Whole shoot tissues of 3-week-old plants grown in different batches were pooled and immediately frozen in liquid nitrogen after harvesting. Leaf tissues were then ground into powder in liquid nitrogen and weighed. Extraction solvent, acidified isopropanol (isopropanol/H_2_O/concentrated HCl, 2:1:0.002, v/v/v), was added at a concentration of 100 mg fresh mass per milliliter along with 50 ng (±)-JA-d_5_ (Cayman Chemical) as the internal standard. Samples were extracted on a shaker at a speed of 15 r.p.m. for 30 min at 4°C. Then 0.55 mL extract was mixed with 1 mL dichloromethane and shaken for an additional 30 min at 4°C. Mixtures were then centrifuged at 13,000×g for 5 min at 4°C. About 900 μL solvent from the lower of 2 phases was transferred to a new tube and concentrated under nitrogen flow. Dried samples were stored at −20°C until analysis.

### Jasmonic acid quantification by LC-MS/MS

Samples were redissolved in 100 μL methanol, and a 10 μL sample was injected into an Agilent 1290 Infinity II liquid chromatography (LC) system coupled to an Agilent 6470 series QQQ mass spectrometer (MS/MS, Agilent Technologies, Santa Clara, CA, USA) to quantify JA levels. For LC separation, an Agilent Eclipse Plus C18 2.1 mm × 50 mm, 1.8 µm column was used. The buffers were (A) water + 0.1% formic acid (v/v) and (B) acetonitrile + 0.1% formic acid. The linear LC gradient was as follows: time 0 min, 5% B; time 1 min, 5% B; time 10 min, 95% B; time 11 min, 95% B; time 11.1 min, 5% B; time 15 min, 5% B. The flow rate was 0.350 mL/min. Multiple reaction monitoring was used for MS analysis. (For JA, a precursor ion 209.2 to a product ion 59.3 transition was monitored at collision energy of 10 V and a transition from 209.2 to 41.3 was monitored at 40 V. For JA-d_5_, a transition from 214.3 to 62.3 was monitored at 10 V and a transition from 214.3 to 42.3 was monitored at 40 V.) Data were acquired in negative electrospray ionization (ESI) mode. The jet stream ESI interface had a gas temperature of 325°C, gas flow rate of 7 L/min, nebulizer pressure of 45 psi, sheath gas temperature of 250°C, sheath gas flow rate of 7 L/min, capillary voltage of 3,500 V in negative mode, and nozzle voltage of 1,000 V. The ΔEMV voltage was 400 V. Agilent Masshunter Quantitative analysis software was used for data analysis (v 10.1).

### cDNA reverse transcription and quantitative real-time PCR analysis

Total RNA of 3 biological replicates of wild-type, *ref4-3*, *myc2*, *myc2 ref4-3*, *med25*, and *med25 ref4-3* plants were collected for quantitative gene expression analysis. Two micrograms of total RNA was used for cDNA reverse transcription with an M-MLV Reverse Transcriptase kit according to the manufacturer's protocol. qPCR was performed using PowerUp SYBR Green Master Mix. The qPCR thermal cycle was performed according to the manufacture's manual. Oligonucleotide primers used for quantification of gene expression were included in Supplementary Table 18. *C*_T_ values were recorded by Applied Biosystems software. 18S was used as the housekeeping gene for normalization. For each biological replicate, there are 4 Δ*C*_T_ values computed by reciprocally subtracting the *C*_T_ values of 18S from the *C*_T_ values of the gene of interest with their corresponding technical replicates. The ΔΔ*C*_T_ values were calculated by subtracting the average Δ*C*_T_ of WT for the gene of interest from the Δ*C*_T_ value of the experimental condition and gene of interest. Fold changes were calculated using the formula 2^−ΔΔCT^. Standard error of the fold changes for each genotype was calculated.

## Results

### *ref4-3* plants exhibit global reduction of H3K27me3

Previous RNA-seq analysis of *ref4-3* plants revealed large numbers of genes with altered transcript levels (Dolan *et al*. 2017; Mao *et al*. 2019a). Given the extensive developmental phenotypes associated with the presence of *ref4-3* (Stout *et al*. 2008; Wang *et al*. 2020), we examined whether genes enriched for the histone modification H3K27me3, which restricts expression of many genes associated with differentiation and development (Bouyer *et al*. 2011; Mozgova and Hennig 2015; Shen *et al*. 2021), are overrepresented in genes exhibiting altered transcript levels in *ref4-3* plants and found this to be the case (Supplementary Fig. 1). This observation raised the possibility that *ref4-3* perturbs H3K27me3 homeostasis and/or H3K27me3-mediated gene repression.

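RNA was sequenced from shoot tissue of wild-type and *ref4-3* plants in the Columbia background, with 3 biological replicates per genotype and 5 plants that had not bolted in each replicate. The *ref4-3* plants carry a point mutation of *MED5b*, which codes for a subunit of the Mediator tail module. Plants were grown on soil for 21 days under 16 h of light and 8 h of dark at 150 μE and 22°C, after seeds had been cold treated for 3 days, and were harvested 6 h after the light was turned on. The authors trimmed the reads with fastp, mapped them to TAIR10 with hisat2, sorted them with SAMtools and counted them on each gene, and they deposited these raw counts without normalization. The libraries were made with a directional kit, but the paper's text, which names the DESeq2 and limma packages for the counting, does not name the strand setting or the treatment of reads that map to several places. The deposited counts cover 36796 genes, of which 27444 are protein-coding in the annotation of TAIR10.1 and 640 had no counts in any library. Total counts were 32794228, 32879414 and 26349963 in wild-type replicates 1, 2 and 3 and 32746518, 26060005 and 29404453 in *ref4-3* replicates 1, 2 and 3. At these depths, the smallest signal taken as detectable, 3 counts, corresponds to 0.0912 to 0.115 CPM (counts scaled to library size) across the libraries. This floor covers counting error only, because PCR duplicates are not independent molecules. Wild-type replicate 2 had counts on 27913 genes, whereas the other libraries had counts on 32015 to 34884 genes. The labels give no sequencing date or batch beyond the replicate number.

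Transcript levels were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, over the 23050 genes that passed edgeR's expression filter, and p-values were adjusted by the Benjamini-Hochberg method over these genes. With the thresholds of the paper's methods, protein-coding genes with an adjusted p-value under 0.05 and a fold change above 2 were taken as differentially expressed genes (DEGs). Log2 fold changes and their standard errors (SE) compare *ref4-3* with wild type. Transcript levels are CPM after TMM normalization, given as mean ± SD (n = 3 libraries per genotype). An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1, and 10% of genes would have groups that do not overlap by chance.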

To characterize the effect of *ref4-3* on H3K27me3-associated processes, we undertook ChIP-seq and RNA-seq analysis of wild-type and *ref4-3* plants. In addition to H3K27me3, we also used ChIP-seq to examine enrichment of H2A.Z, a chromatin mark that is also typically found at H3K27me3-marked genes (Sequeira-Mendes *et al*. 2014; Carter *et al*. 2018; Gomez-Zambrano *et al*. 2019). The resulting ChIP-seq data are consistent with previous analyses. We identified 8,286 genes that are marked by H3K27me3 and 22,249 genes that are marked by H2A.Z in either wild-type or *ref4-3* plants (Supplementary Tables 1–4). Eighty-seven percent of previously identified H3K27me3-enriched genes were also identified by our analysis (Zhou *et al*. 2017). Similarly, 80% of previously identified H2A.Z-marked genes were also observed as H2A.Z-marked genes in our analysis (Wollmann *et al*. 2017).

To investigate whether *ref4-3* perturbs the global enrichment of H3K27me3 and/or H2A.Z, we generated metagene plots of H3K27me3 and H2A.Z ChIP-seq signals. The metagene plots of H3K27me3 (Fig. 1a) reveal a modest reduction of H3K27me3 levels for H3K27me3-enriched genes in *ref4-3* plants. We also observed a similarly modest reduction of H2A.Z enrichment at H2A.Z-marked genes in *ref4-3* plants (Fig. 1b). Use of ranked heatmaps to depict these analyses indicates that these trends represent similar effects on most genes rather than larger effects on relatively few genes (Supplementary Fig. 2a and b).

**Fig. 1.**
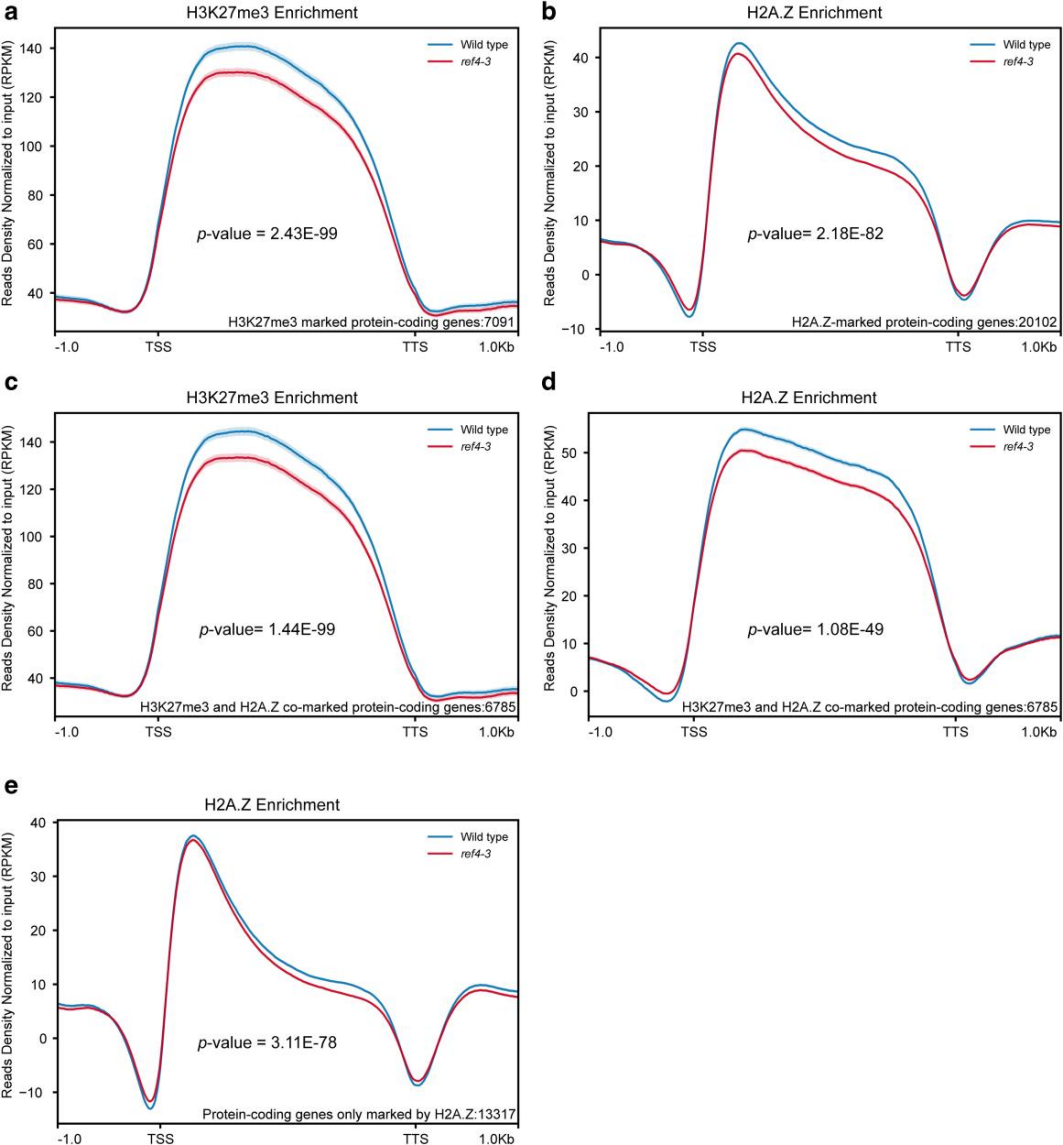
The pattern of H3K27me3 and H2A.Z enrichment is altered in *ref4-3* plants. Metagene profiles derived from current ChIP-seq analysis were used to examine the impact of *ref4-3* on a) average H3K27me3 enrichment level for H3K27me3-marked protein-coding genes; b) average H2A.Z enrichment level for H2A.Z-marked protein-coding genes; c) average H3K27me3 enrichment level from protein-coding genes that are marked by both H3K27me3 and H2A.Z; d) average H2A.Z enrichment level from protein-coding genes that are marked by both H3K27me3 and H2A.Z; and e) average H2A.Z enrichment level from protein-coding genes that are only marked by H2A.Z. In the metagene profiles, RPKM are generated as described in “Materials and methods” and are representative of merged 2 independent biological replicates of each genotype in which the IP sample of the mark of interest is normalized to its corresponding input DNA. RPKM values are plotted with respect to gene regions that are scaled to 2,500 bp on the *x*-axes. The total number of genes that are included in each plot is indicated in the lower right corner. Biological samples were obtained from the shoot tissue of 21-day-old plants grown under a 16-h light/8-h dark photoperiod cycle. The standard error associated with each analyzed genomic region depicted on the trend line is indicated by the shading surrounding each line. In addition, the significance of the difference in the average level of chromatin-associated features in wild-type and *ref4-3* plants was determined by a paired sample *t*-test and is indicated on each plot. TSS, transcription start site; TTS, transcription termination site.

The observation that H3K27me3 is often colocalized with H2A.Z in plants (Sequeira-Mendes *et al*. 2014) in conjunction with other data (Carter *et al*. 2018) raises the prospect that H2A.Z contributes to H3K27me3 homeostasis in some fashion. Consistent with previous analyses, we observed that over 87% of H3K27me3-marked genes are also marked by H2A.Z in wild-type plants (Sequeira-Mendes *et al*. 2014; Carter *et al*. 2018). To characterize how *ref4-3* contributes to enrichment of H3K27me3 and H2A.Z in a similar chromatin context, we examined enrichment of these marks specifically in genes in which both marks are present (Supplementary Table 5). Metagene profiles of the 6,785 protein-coding genes that are enriched for both H3K27me3 and H2A.Z reveal a comparable reduction for both of these features (Fig. 1c and d). In contrast, similar analysis of H2A.Z abundance at genes that are only marked by H2A.Z reveals a much more modest reduction of H2A.Z (but still significant based on standard error and statistical analysis) (Fig. 1e). Ranked heatmaps again indicate that these trends represent similar effects on most genes (Supplementary Fig. 2c–e). These data indicate that *ref4-3* preferentially impacts H2A.Z enrichment in the context of H3K27me3, consistent with the hypothesis that the presence of *ref4-3* perturbs H3K27me3 homeostasis and with the hypothesis that H2A.Z and H3K27me3 are functionally linked in some fashion at H3K27me3-enriched loci.

### Reduction of H3K27me3 in *ref4-3* plants is associated with altered transcript levels and is observed at loci that are not expressed

Our RNA-seq data enabled us to examine the possible contribution of perturbed H3K27me3 enrichment to altered transcript levels in *ref4-3* plants and to address the possibility that *ref4-3* affects H3K27me3 enrichment at some loci in a transcription-independent fashion. Given the association of Mediator with Pol II-transcribed genes, we used a gene-centric approach by applying the RNA-seq-based method edgeR (Robinson *et al*. 2010; Wu *et al*. 2015; Eder and Grebien 2022) to our ChIP-seq analysis. Our intent in using this approach was to examine the relationship between altered levels of the chromatin marks H3K27me3 and H2A.Z and altered transcript levels specifically at transcribed loci of interest.

Our integrated analysis revealed not only a sizable perturbation of the transcriptome, as has been previously described (Dolan *et al*. 2017; Mao *et al*. 2019a), but also that chromatin-based features likely contribute to that perturbation. We observed that genes enriched for H3K27me3 are overrepresented in genes exhibiting altered transcript levels in *ref4-3* plants (Fig. 2a and b), which is consistent with the relationship we observed using previously published data (Supplementary Fig. 1). 

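Genes enriched for H3K27me3 in wild-type plants were taken from the part of Supplementary Table 1 used here, which covers chromosome 1 from its start to *AT1G73280*, or 90.6% of the chromosome. In this stretch, 5018 protein-coding genes were tested in the RNA-seq analysis, and 1138 of them (22.7%) are listed as enriched for H3K27me3. Of the 292 DEGs of the stretch with decreased transcript levels, 84 (28.8%) are listed, an odds ratio of 1.41 (95% confidence interval 1.07 to 1.84; one-sided Fisher's exact test, p = 0.00743). Of the 200 DEGs with increased transcript levels, 100 (50%) are listed, an odds ratio of 3.64 (95% confidence interval 2.71 to 4.90; one-sided Fisher's exact test, p = 5.3e-18). Listed genes had a median transcript level of 1.04 CPM and the other tested genes of the stretch 19.9 CPM. When genes were compared only within 10 strata of transcript level, the Mantel-Haenszel odds ratio was 1.94 for decreased genes (95% confidence interval 1.45 to 2.60) and 1.86 for increased genes (95% confidence interval 1.34 to 2.60). The overlap with decreased genes depended on how DEGs were called: without the fold change threshold, its odds ratio was 0.764 (one-sided Fisher's exact test, p = 0.996). Of 21 alternatives for this overlap, 4 gave an odds ratio under 1 and 5 others an odds ratio above 1 with a one-sided p-value of 0.05 or more. The overlap with increased genes kept an odds ratio above 1 and a one-sided p-value under 0.05 in 21 of 21 alternatives. The paper proposes that chromatin-based features likely contribute to the perturbation of the transcriptome in *ref4-3* plants. It draws on the overrepresentation of H3K27me3-enriched genes among genes with altered transcript levels. Overlaps between genes with changed marks and genes with changed transcript levels are its other evidence. From these, it proposes that altered marks likely account directly for a limited share of the changes.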

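Among the 21793 protein-coding genes tested, 2100 were DEGs, of which 1175 exhibited decreased and 925 exhibited increased transcript levels in *ref4-3* plants. The 3 *ref4-3* libraries all lay below the 3 wild-type libraries for 1160 of the 1175 decreased genes and all above them for 921 of the 925 increased genes. The alternatives that moved the total most were to leave out *ref4-3* replicate 3, which gave 769 genes, and to drop the fold change threshold, which gave 4508. With edgeR's exact test, which the paper's methods name, 1404 genes were decreased and 1506 increased. Decreased genes had a median transcript level of 18.9 CPM over all libraries, and 26 of them (2.21%) had a mean under 1 CPM. Increased genes had a median of 2.60 CPM, and 273 of them (29.5%) had a mean under 1 CPM.

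Among DEGs with a mean of at least 1 CPM and groups that did not overlap, the largest decrease was that of *AT3G02840*, which codes for an ARM repeat protein and lies on chromosome 3 of TAIR10.1 from 618398 to 619686. Its transcript level was 55.0 ± 68.6 CPM in wild-type and 0.936 ± 0.363 CPM in *ref4-3* plants, a log2 fold change of -5.86 (SE 1.11, adjusted p = 0.0143 from edgeR). Its spread in wild type is wide, and when each of the 6 libraries was left out in turn, its log2 fold change lay between -6.40 and -4.06 and its adjusted p-value was 0.05 or more in 2 fits. *PDF1.2b* (*AT2G26020*, a plant defensin gene on chromosome 2 from 11089123 to 11089805) changed from 27.3 ± 5.35 to 0.496 ± 0.276 CPM, a log2 fold change of -5.74 (SE 0.37, adjusted p = 4.9e-04 from edgeR). *ORA47* (*AT1G74930*), *CYP706A2* (*AT4G22710*) and *AT2G22880* had log2 fold changes of -5.40, -5.32 and -5.22, and the calls of *ORA47* and *AT2G22880* were each lost in 1 of the 6 fits. *AT2G22880* lies entirely within *EMB2001* on the opposite strand, whose log2 fold change was -0.12, and *CYP706A2* shares 96.5% identity over 89.6% of its transcript with *CYP706A1*, whose log2 fold change was -2.47. The largest increase was that of *AT3G59930*, a gene for a defensin-like protein on chromosome 3 from 22139492 to 22140320. Its transcript level was 0.527 ± 0.296 CPM in wild-type and 160.0 ± 17.3 CPM in *ref4-3* plants, a log2 fold change of 8.23 (SE 0.38, adjusted p = 2.0e-04 from edgeR). *AT2G47950* (chromosome 2, 19624022 to 19624922) rose from 0.285 ± 0.00562 to 11.3 ± 1.27 CPM, a log2 fold change of 5.30 (SE 0.20, adjusted p = 1.7e-04 from edgeR). *AT1G75945*, *RBL7* (*AT4G23070*) and *AT2G37870* had log2 fold changes of 5.16, 4.86 and 4.75.

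**Figure D1:**
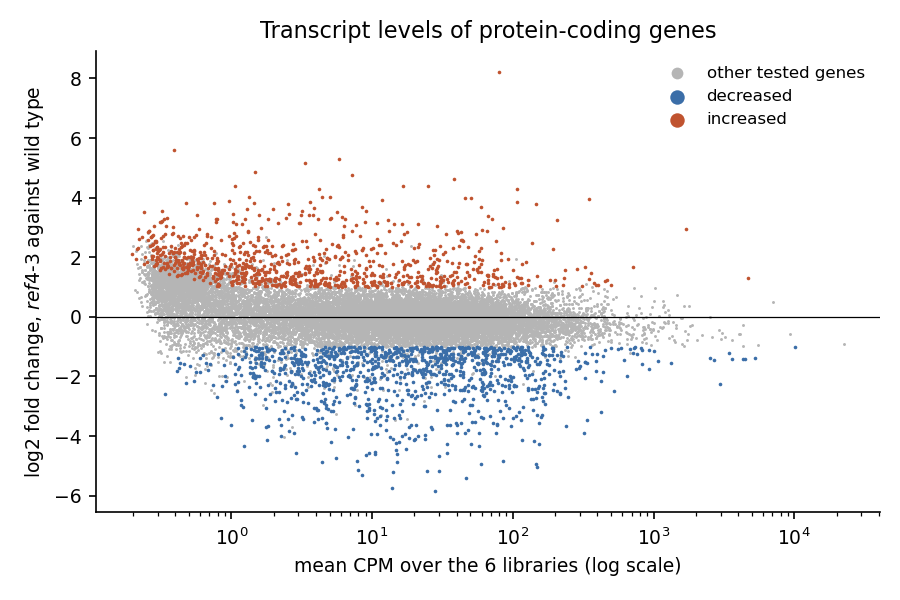
Log2 fold change in *ref4-3* against wild type (y axis) plotted against mean CPM over the 6 libraries on a log scale (x axis) for the 21793 protein-coding genes tested, one point per gene, with the 1175 decreased and 925 increased genes in color. Increased genes extend to lower transcript levels than decreased genes.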

Our RNA-seq analysis of wild-type and *ref4-3* plants revealed a total of 2,181 DEGs (Fig. 2c; Supplementary Tables 6 and 7). In addition, we identified a total of 1,002 genes that are differentially enriched for H2A.Z and 931 genes that are differentially enriched for H3K27me3 in *ref4-3* plants relative to wild-type plants in the ChIP-seq analysis (Fig. 2c; Supplementary Tables 8–11) demonstrating that *ref4-3* has a sizeable impact on these chromatin features as suggested by our metagene plots (Fig. 1). Consistent with these plots, more protein-coding genes exhibit decreased H3K27me3 levels than increased (Fig. 2c, 558 vs 373) (Supplementary Tables 8 and 9). In contrast, we identified more protein-coding genes with increased H2A.Z than decreased (Fig. 2c, 627 vs 375) (Supplementary Tables 10 and 11) when examining all protein-encoding genes with a cutoff of 1.2-fold change.

**Fig. 2.**
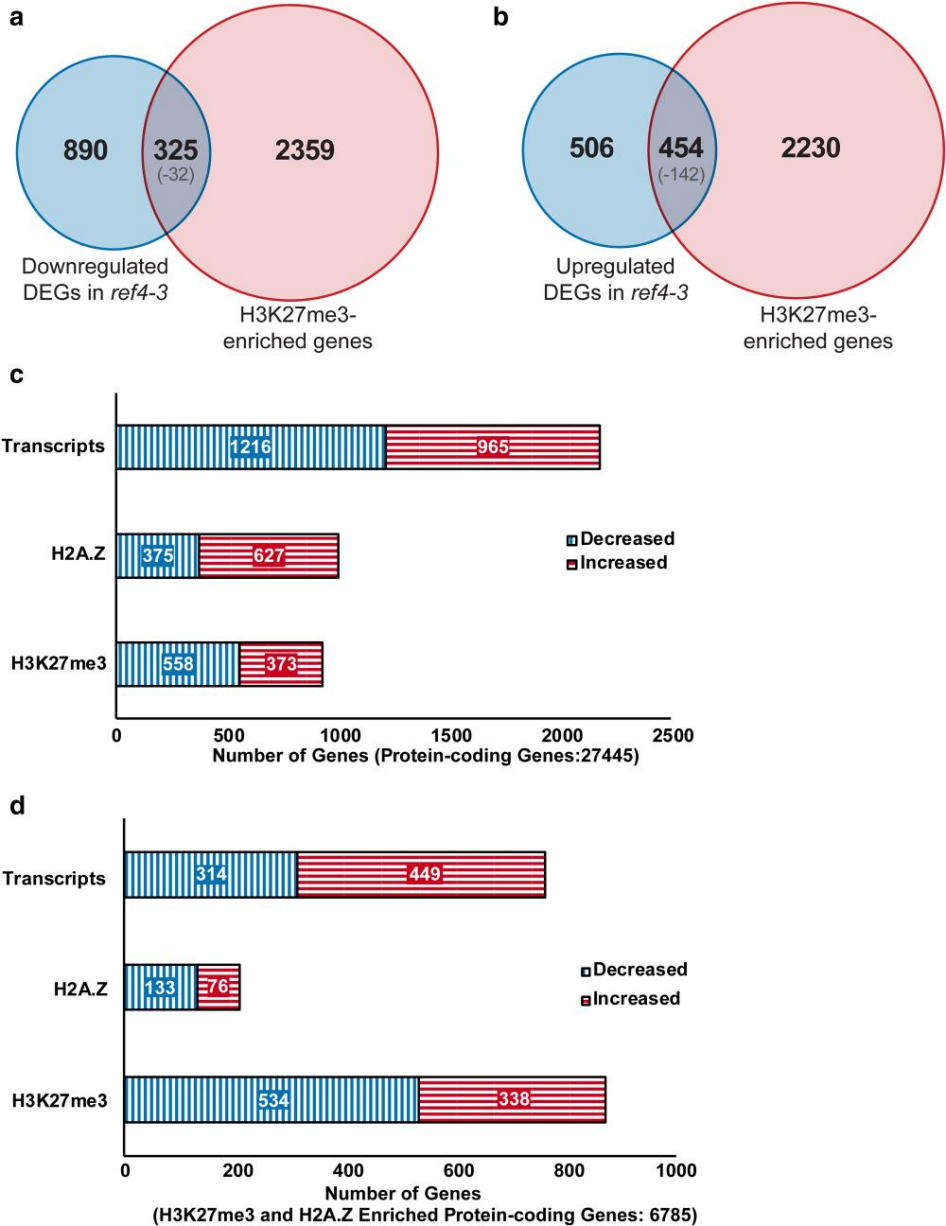
Analysis of genes that are differentially expressed or differentially enriched for H2A.Z or H3K27me3 in *ref4-3* plants. Venn diagrams indicating the intersection between genes identified in our RNA-seq analysis as exhibiting decreased a) or increased b) transcript levels in *ref4-3* relative to wild-type plants and genes identified by our ChIP-seq analysis as H3K27me3 enriched. The log_10_(*P*-value) for each intersection analysis is indicated in the parentheses. Fisher's exact test was used for the statistical analysis. Total number of differentially expressed or differentially enriched genes for H2A.Z or H3K27me3 in *ref4-3* plants are indicated c) out of the set of TAIR10 annotated protein-coding genes and d) out of the set of TAIR10 annotated protein-coding genes that are marked by both H3K27me3 and H2A.Z in either wild-type or *ref4-3* plants. Transcripts, genes that are differentially expressed in RNA-seq analysis in *ref4-3* relative to wild-type plants. H2A.Z, genes that are differentially enriched for H2A.Z in ChIP-seq analysis. H3K27me3, genes that are differentially enriched for H3K27me3 in ChIP-seq analysis. The total number of genes queried in each analysis is indicated in the parentheses.

Metagene plots reflect average enrichment of a feature at a given set of loci. As averages, they do not reveal the absolute number of genes exhibiting an increase or a decrease or the magnitude of the change at a specific locus, nor do they uncover possible discrete populations of genes exhibiting distinct patterns of enrichment. We therefore constrained our analysis of differential enrichment of H3K27me3 and H2A.Z by examining only those protein-encoding genes enriched for both H3K27me3 and H2A.Z, thus using the same set of genes that we did for Fig. 1c and d. Using this set of genes, we observed a relationship that was consistent with that depicted in those metagene plots: a greater number of genes exhibit decreased H3K27me3 enrichment than increased and, similarly, a greater number of genes exhibit decreased H2A.Z enrichment than increased (Fig. 2d). Nonetheless, it is evident that *ref4-3* results in a range of impacts on these chromatin features at protein-encoding genes.

We examined our RNA-seq data to determine the extent to which the observed perturbation of H3K27me3/H2A.Z (Fig. 1) predicted the transcript phenotype of *ref4-3* plants. In total, 35% of DEGs are enriched for H3K27me3 and H2A.Z (763 of 2,181 genes) whereas only 25% of total protein-coding genes are marked by both H3K27me3 and H2A.Z (6,785 of 27,445 genes) (Fig. 2d). To further examine the relationship between H3K27me3 and H2A.Z enrichment and gene expression, we undertook intersection analyses of genes that are differentially expressed and genes that are differentially enriched for H3K27me3 and/or H2A.Z in *ref4-3* plants relative to wild-type plants (Fig. 3). We observed a modest overrepresentation of genes that exhibit decreased H3K27me3 and/or H2A.Z with genes that exhibit increased transcript levels. Similarly, there was modest overrepresentation of genes that exhibit increased levels of these marks with genes that exhibit decreased transcript levels. Further, scatter plot analysis of log_2_ fold change in transcript levels vs log_2_ fold change of H3K27me3 (Supplementary Fig. 3a) or of H2A.Z (Supplementary Fig. 3b) in *ref4-3* vs wild-type plants reveals a modest negative correlation between changes in H2A.Z or H3K27me3 and transcript levels. These analyses suggest that a limited portion of the transcript phenotype observed in *ref4-3* plants is likely to be directly due to altered levels of H3K27me3 and/or H2A.Z.

**Fig. 3.**
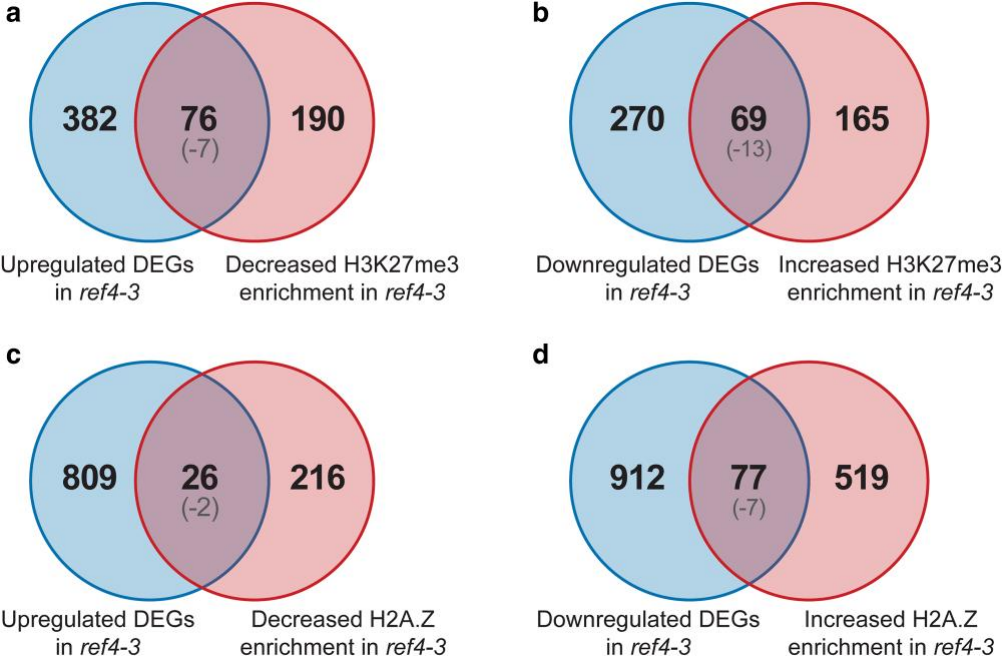
Intersection analyses of genes that exhibit differential expression and/or differential enrichment of H3K27me3 or H2A.Z in *ref4-3* plants. Venn diagrams indicating the intersection between protein-coding genes exhibiting a) increased transcript levels and decreased H3K27me3 enrichment, b) decreased transcript levels and increased H3K27me3 enrichment, c) increased transcript levels and decreased H2A.Z enrichment, and d) decreased transcript levels and increased H2A.Z enrichment in *ref4-3* relative to wild-type plants. Only genes that were expressed and enriched for the mark of interest (H3K27me3 or H2A.Z) in wild-type or *ref4-3* plants were included in this analysis. The log_10_(*P*-value) for each intersection analysis is indicated in the parentheses. Fisher's exact test was used for the statistical analysis.

It is well known that H3K27me3 enrichment at a given locus is anticorrelated with expression of that locus (Zhang *et al*. 2015b; Wiles and Selker 2017; Shen *et al*. 2021). The preceding analyses were thus consistent with an indirect effect of *ref4-3* on H3K27me3 enrichment that aligns with the canonical role of Mediator in gene expression: a mutation of a Mediator tail subunit would be predicted to alter expression of affected loci, leading to altered H3K27me3 enrichment as an indirect effect of altered gene expression. We explicitly analyzed the impact of *ref4-3* on enrichment of H3K27me3 and H2A.Z at H3K27me3-enriched loci that are not detectably expressed to test the hypothesis that altered H3K27me3 enrichment at a gene in *ref4-3* plants is not dependent on altered expression of that gene (Fig. 4a and b). 

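The paper's text does not give the level below which a gene was taken as not detectably expressed, so genes that failed edgeR's expression filter on the deposited counts were taken as such. Of the 1700 protein-coding genes in the part of Supplementary Table 1 used here, 562 failed the filter, or 33.1% (95% exact binomial confidence interval 30.8% to 35.4%). Of the 4657 other protein-coding genes of the same stretch of chromosome 1, 777 (16.7%) failed it. The share depends on the definition. Only 1 of the listed genes (0.0588%) had no counts in all 6 libraries, whereas 920 of them (54.1%) had less than 1 CPM in all 6 libraries.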

The resulting metagene plots clearly demonstrate an overall reduction of both H3K27me3 and H2A.Z at H3K27me3-marked loci that are not expressed at a detectable level. The corresponding heatmaps again indicate that these trends are associated with similar effects on most genes (Supplementary Fig. 4). Importantly, expression of genes coding for factors previously linked to H3K27me3 homeostasis such as PRC2 and histone H3K27 demethylases is not altered in *ref4-3* plants (Supplementary Fig. 5). These findings indicate that *ref4-3* (most likely in the context of the Mediator complex) can act in a transcription-independent fashion to alter H3K27me3 and H2A.Z at H3K27me3-enriched loci.

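Transcript levels of 13 genes coding for PRC2 subunits and associated proteins or for H3K27 demethylases were tested, and 2 of them had an adjusted p-value under 0.05. *JMJ30* (*AT3G20810*, chromosome 3 of TAIR10.1 from 7275645 to 7278420), a demethylase gene, had a level of 41.7 ± 15.1 CPM in wild-type and 231 ± 56.9 CPM in *ref4-3* plants, a log2 fold change of 2.47 (SE 0.31, adjusted p = 0.00442 from edgeR). Leaving out each library in turn gave log2 fold changes of 2.20 to 2.72 for *JMJ30*, with adjusted p-values of at most 0.0243. *REF6* (*AT3G48430*, chromosome 3 from 17935256 to 17940792), another demethylase gene, had a level of 26.0 ± 2.45 CPM in wild-type and 39.8 ± 3.75 CPM in *ref4-3* plants, a log2 fold change of 0.61 (SE 0.12, adjusted p = 0.0173 from edgeR). Its fold change of 1.53 was under the threshold of 2, so only *JMJ30* was a DEG. The adjusted p-value of *REF6* was 0.05 or more in 2 of the 6 fits that each left out a library. The 3 *ref4-3* libraries lay above the 3 wild-type libraries for both genes. The other 11 genes had log2 fold changes of -0.19 (*ELF6*) to 1.16 (*MEA*), none with an adjusted p-value under 0.05. The histone methyltransferase genes *CLF* and *SWN* had log2 fold changes of 0.09 (SE 0.11, adjusted p = 0.588) and -0.04 (SE 0.14, adjusted p = 0.863) from edgeR. As a set, the 13 genes had a median log2 fold change of 0.13, and camera, a test of a gene set against all other tested genes, gave a two-sided adjusted p-value of 0.106.

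**Figure D2:**
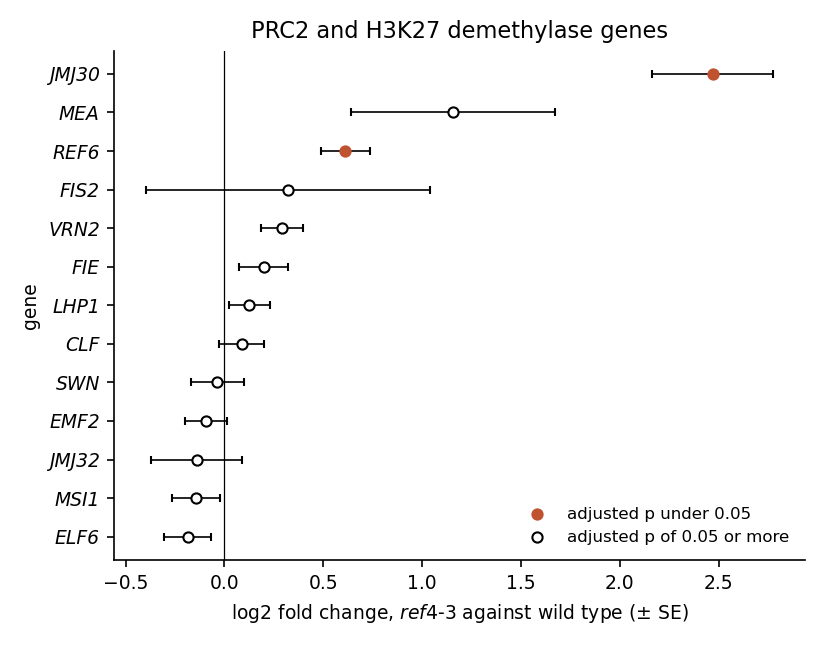
Log2 fold change in *ref4-3* against wild type (x axis) of 13 genes for PRC2 and H3K27 demethylases (y axis), with bars of ± SE and filled points where the adjusted p-value was under 0.05. *JMJ30* and *REF6* are the filled points.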

**Fig. 4.**
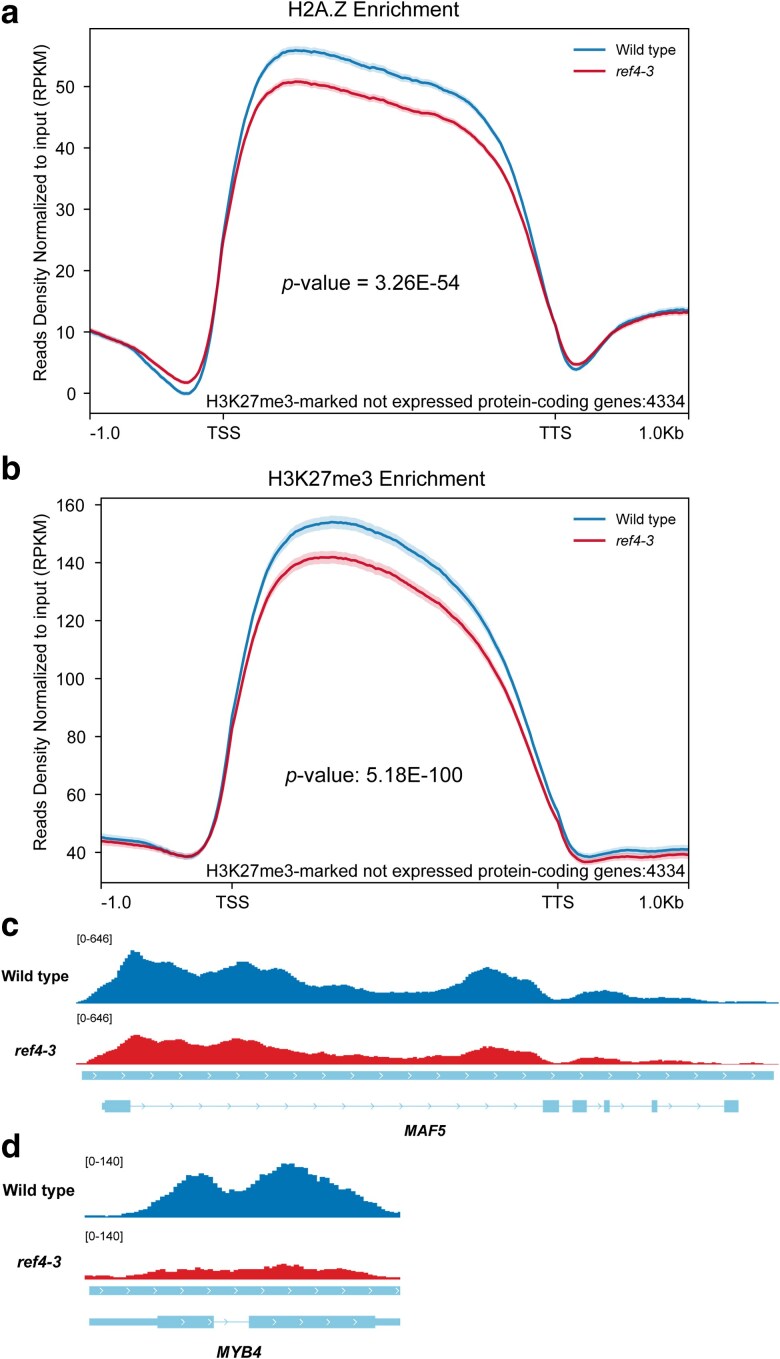
H3K27me3 and H2A.Z enrichment is reduced in *ref4-3* plants at nonexpressed loci. Metagene profiles were used to examine the impact of *ref4-3* on a) average H3K27me3 enrichment level and b) average H2A.Z enrichment level at nonexpressed protein-coding genes marked with H3K27me3. Representative ChIP-seq genome browser views of H3K27me3 enrichment depict c) *MAF5*, a gene identified as H3K27me3-enriched that exhibits decreased H3K27me3 and increased transcript levels in *ref4-3*, and d) *MYB4*, a gene that is not identified as H3K27me3-enriched but also exhibits decreased H3K27me3 levels and increased transcript levels in *ref4-3*. Enrichment for H3K27me3 is normalized to the input for c) and d). The range of RPKM values in c) and d) after autoscaling is indicated in the top left corner. In the metagene profiles, RPKM are generated as described in “Materials and methods” and are representative of merged 2 independent biological replicates of each genotype in which the IP sample of the mark of interest is normalized to its corresponding input DNA. RPKM values are plotted with respect to gene regions that are scaled to 2,500 bp on the *x*-axes. The total number of genes that are included in each plot is indicated at the lower right corner. Data are representative of merged 2 independent biological replicates for either 21-day-old wild-type or *ref4-3* plants. The standard error associated with each analyzed genomic region depicted on the trend line is indicated by the shading surrounding each line. In addition, the significance of the difference in the average level of chromatin-associated features in wild-type and *ref4-3* plants was determined by a paired sample *t*-test and is indicated on each plot. TSS, transcription start site; TTS, transcription termination site.

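*MAF5* (*AT5G65080*) codes for a MADS-box transcription factor and lies on chromosome 5 of TAIR10.1 from 25997504 to 26002619. Its transcript level was 2.39 ± 2.88 CPM in wild-type and 1.46 ± 0.858 CPM in *ref4-3* plants, a log2 fold change of -0.72 (SE 0.84, adjusted p = 0.546 from edgeR). The libraries of the genotypes overlapped, and the difference is smaller than the SD within wild type. Without wild-type replicate 2, the log2 fold change was 0.95 (adjusted p = 0.260 from edgeR), so neither the direction nor a difference was detectable at this number of replicates.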

The altered distribution of H2A.Z and H3K27me3 in *ref4-3* plants presents a novel context in which to examine the relationship between these modifications. Analysis of the intersection between genes exhibiting altered H3K27me3 and/or H2A.Z in *ref4-3* plants (Tables 1–3) reveals a robust positive correlation between altered enrichment of these features regardless of the expression status of the locus (above or below the limit of detection as determined by RNA-seq). Based on the consistency of this correlation, we propose *ref4-3* preferentially impacts a chromatin state that is defined in part by both H3K27me3 and H2A.Z. Chromatin states defined in part by the presence of these features have been previously identified (Sequeira-Mendes *et al*. 2014; Jamge *et al*. 2023). The positive correlation is also consistent with the proposed role for H2A.Z in deposition of H3K27me3 (Carter *et al*. 2018).

**Table 1.** Intersection analyses of protein-coding genes that are differentially expressed and/or differentially enriched for H3K27me3 or H2A.Z.

Gene set A	Number of set A	Gene set B	Number of set B	Predicted	Observed	Percentage of set A	Percentage of set B	*P*-value	Significance
Increased H2A.Z levels	76	Increased H3K27me3 levels	338	3.79	28	37	8	6.34E^−18^	***
Increased H2A.Z levels	76	Decreased H3K27me3 levels	534	5.98	6	8	1	0.56	
Decreased H2A.Z levels	133	Increased H3K27me3 levels	338	6.63	6	5	2	0.66	
Decreased H2A.Z levels	133	Decreased H3K27me3 levels	534	10.47	40	30	7	2.69E^−14^	**
Increased transcript levels	458	Increased H3K27me3 levels	234	38.87	9	2	4	1.00	
Increased transcript levels	458	Decreased H3K27me3 levels	266	44.19	76	17	29	1.76E^−07^	*
Decreased transcript levels	339	Increased H3K27me3 levels	234	28.77	69	20	29	1.06E^−13^	**
Decreased transcript levels	339	Decreased H3K27me3 levels	266	32.71	11	3	4	1.00	
Increased transcript levels	835	Increased H2A.Z levels	596	36.06	14	2	2	1.00	
Increased transcript levels	835	Decreased H2A.Z levels	242	14.64	26	3	11	3.18E^−03^	*
Decreased transcript levels	989	Increased H2A.Z levels	596	42.71	77	8	13	2.58E^−07^	*
Decreased transcript levels	989	Decreased H2A.Z levels	242	17.34	29	3	12	4.40E^−03^	*

Genes exhibiting detectable transcript levels in RNA-seq and enriched for the relevant mark were included in each intersection analysis.

Observed, number of genes in common between the indicated gene sets; Predicted, number of genes predicted to be in common by chance; Percentage of gene set A, percentage of genes in common in the gene set A; Percentage of gene set B, percentage of genes in common in the gene set B; *P-*value, obtained using Fisher's exact test with a null hypothesis of an intersection that is no greater than expected by chance.

Significance: *α ≤ 0.05, **α ≤ 10^−10^, and ***α ≤ 10^−15^.

**Table 2.** Intersection analyses of differentially enriched protein-coding genes that are expressed.

Gene set A	Number of set A	Gene set B	Number of set B	Predicted	Observed	Percentage of set A	Percentage of set B	*P-*value	Significance
Increased H2A.Z levels	56	Increased H3K27me3 levels	222	4.65	22	39	10%	1.02E^−10^	*
Increased H2A.Z levels	56	Decreased H3K27me3 levels	261	5.46	5	9%	2%	0.65	
Decreased H2A.Z levels	58	Increased H3K27me3 levels	222	4.81	6	10%	3%	0.35	
Decreased H2A.Z levels	58	Decreased H3K27me3 levels	261	5.66	20	34%	8%	1.82E^−07^	*

Protein-coding genes exhibiting detectable transcript levels in RNA-seq and enriched for both H3K27me3 and H2A.Z were included in this analysis. Observed: number of genes in common between the indicated gene sets. Predicted: number of genes predicted to be in common by chance. Percentage of gene set A: percentage of genes in common in the gene set A. Percentage of gene set B: percentage of genes in common in the gene set B. *P-*value: obtained using Fisher's exact test with a null hypothesis of an intersection that is no greater than expected by chance. Significance: *α ≤ 0.05.

**Table 3.** Intersection analyses of differentially enriched protein-coding genes that are not expressed.

Gene set A	Number of set A	Gene set B	Number of set B	Predicted	Observed	Percentage of set A	Percentage of set B	*P-*value	Significance
Increased H2A.Z levels	20	Increased H3K27me3 levels	116	0.56	6	30	5	1.25E^−05^	*
Increased H2A.Z levels	20	Decreased H3K27me3 levels	273	1.33	1	5	0	0.75	
Decreased H2A.Z levels	75	Increased H3K27me3 levels	116	2.12	0	0	0	1.00	
Decreased H2A.Z levels	75	Decreased H3K27me3 levels	273	4.98	20	27	7	4.07E^−08^	*

Protein-coding genes exhibiting undetectable transcript levels in RNA-seq and enriched for both H3K27me3 and H2A.Z were included in this analysis.

Observed, number of genes in common between the indicated gene sets; Predicted, number of genes predicted to be in common by chance; Percentage of gene set A, percentage of genes in common in the gene set A; Percentage of gene set B, percentage of genes in common in the gene set B; *P-*value, obtained using Fisher's exact test with a null hypothesis of an intersection that is no greater than expected by chance.

Significance: *α ≤ 0.05.

### Previously characterized metabolic and development phenotypes of *ref4-3* may result from a chromatin-based mechanism

Examination of expression of genes associated with the phenylpropanoid biosynthetic pathway and of genes characterized as regulators of phenylpropanoid and secondary cell wall biosynthesis revealed an impact of *ref4-3* similar to that previously characterized (Supplementary Tables 12 and 13) (Dolan *et al*. 2017; Mao *et al*. 2019a). 

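Of 17 genes associated with phenylpropanoid biosynthesis that were tested, 15 had lower transcript levels in *ref4-3* plants, and 12 had an adjusted p-value under 0.05 (14 when p-values were adjusted over these 17 genes alone). The 3 *ref4-3* libraries all lay below the 3 wild-type libraries for 12 of the 17 genes, and 8 genes were DEGs. Log2 fold changes ranged from -2.11 to 0.27 with a median of -0.94, and camera gave a two-sided adjusted p-value of 1.6e-10 over the 6 gene sets tested. When the correlation between genes was estimated from the libraries in place of camera's preset value, the adjusted p-value was 0.239. The largest decrease was that of *PAL2* (*AT3G53260*), from 56.5 ± 14.6 CPM in wild-type to 13.1 ± 3.90 CPM in *ref4-3* plants, a log2 fold change of -2.11 (SE 0.26, adjusted p = 0.0045 from edgeR). *PAL1* (*AT2G37040*), *PAL3* (*AT5G04230*) and *PAL4* (*AT3G10340*) had log2 fold changes of -0.73, -0.32 and 0.06, with adjusted p-values of 0.115, 0.310 and 0.822 from edgeR. *HCT* (*AT5G48930*) had a log2 fold change of -1.79 (SE 0.21, adjusted p = 0.00377), *4CL1* (*AT1G51680*) of -1.66 (SE 0.21, adjusted p = 0.0047), *C3'H* (*AT2G40890*) of -1.15 (SE 0.16, adjusted p = 0.00641) and *C4H* (*AT2G30490*) of -0.77 (SE 0.15, adjusted p = 0.0143), from the same edgeR test, with the call of *C4H* lost in 2 of the 6 fits that each left out a library. *4CL3* (*AT1G65060*) had a log2 fold change of 0.27 (SE 0.32, adjusted p = 0.558 from edgeR). Of the Kelch repeat F-box genes, which regulate PAL after translation and are not named in the paper's text, 3 were tested. *KFB1* (*AT1G15670*) had a log2 fold change of 1.82 (SE 0.29, adjusted p = 0.00879 from edgeR) and *KFB20* (*AT1G80440*) of 0.01 (SE 0.26, adjusted p = 0.970 from edgeR). *KFB50* (*AT3G59940*) had a log2 fold change of 1.26 (SE 0.29, adjusted p = 0.0252 from edgeR), but its call was lost in 4 of the 6 fits, and 87.7% of its span is shared with a long noncoding RNA gene on the opposite strand.

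**Figure D3:**
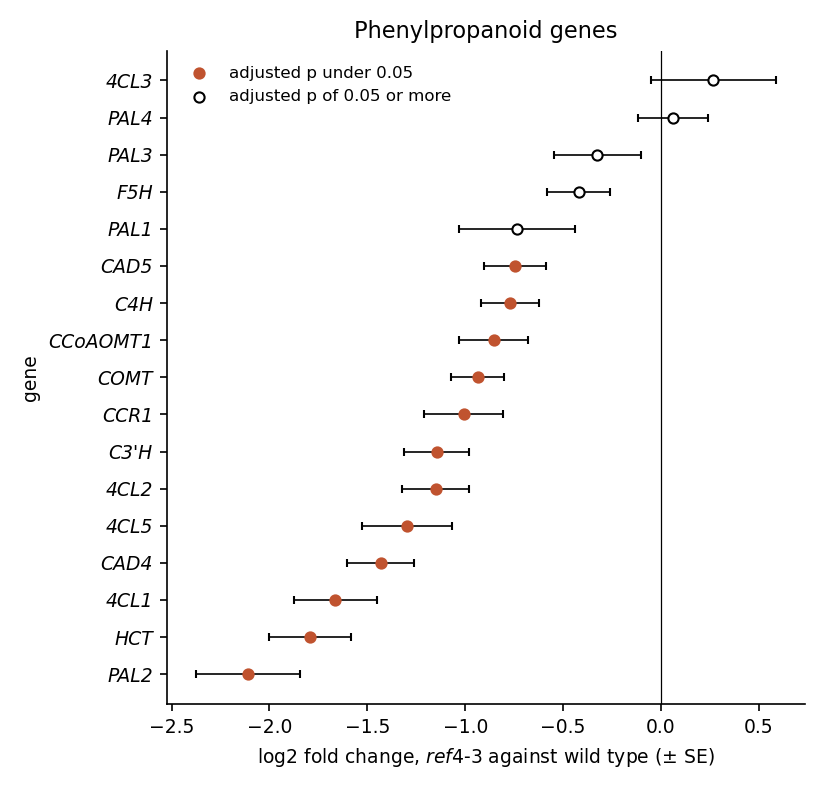
Log2 fold change in *ref4-3* against wild type (x axis) of 17 phenylpropanoid genes (y axis), with bars of ± SE and filled points where the adjusted p-value was under 0.05. Points of 15 genes lie below 0.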

In particular, we observed genes associated with phenylpropanoid biosynthesis generally exhibited decreased transcript levels in *ref4-3* plants, including genes associated with early steps in the phenylpropanoid pathway such as *PAL* (PHE ammonia lyase), *C4H* (cinnamate-4-hydroxylase), *4CL* (4-coumarate:CoA ligase), *HCT* (hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase), and *C3'H* (coumarate 3-hydroxylase) and genes that contribute to transcriptional and posttranslational regulation, such as *MYB4* (Supplementary Tables 12 and 13). Similarly, we observed that genes associated with flavonoid biosynthesis or transcriptional regulation are generally increased in *ref4-3* plants as observed previously (Supplementary Table 14).

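Transcript levels of 22 genes associated with flavonoid biosynthesis or its regulation were tested, and 21 of them were higher in *ref4-3* plants. Of these, 12 had an adjusted p-value under 0.05, 11 were DEGs, and the 3 *ref4-3* libraries lay above the 3 wild-type libraries for 15. Adjusted over the 22 genes alone, 14 genes had an adjusted p-value under 0.05 in either direction, against 13 when adjusted over all genes. The median log2 fold change was 1.16, with a two-sided adjusted p-value of 1.6e-10 from camera's preset correlation, a call that was lost when the correlation was estimated from the libraries. *F3'H* (*AT5G07990*) rose from 5.36 ± 0.86 CPM in wild-type to 86.0 ± 42.7 CPM in *ref4-3* plants, a log2 fold change of 4.00 (SE 0.40, adjusted p = 0.00212 from edgeR). *DFR* (*AT5G42800*) rose from 13.4 ± 2.65 to 129 ± 42.2 CPM, a log2 fold change of 3.27 (SE 0.29, adjusted p = 0.00143 from edgeR). *UGT79B1* (*AT5G54060*), *LDOX* (*AT4G22880*), *F3H* (*AT3G51240*) and *CHS* (*AT5G13930*) had log2 fold changes of 3.16, 2.86, 2.59 and 1.38, and the call of *CHS* was lost in 1 of the 6 fits that each left out a library. A long noncoding RNA gene on the opposite strand covers 94.5% of the span of *F3H*, and its log2 fold change was 1.29. Among regulators, *TT8* (*AT4G09820*) had a log2 fold change of 1.98 (SE 0.36, adjusted p = 0.0122 from edgeR), *MYB12* (*AT2G47460*) of 0.73 (SE 0.39, adjusted p = 0.212 from edgeR) and *PAP1* (*AT1G56650*) of 0.49 (SE 0.54, adjusted p = 0.521 from edgeR). *TTG1* (*AT5G24520*) was lower in *ref4-3* plants, with a log2 fold change of -0.74 (SE 0.10, adjusted p = 0.00599 from edgeR). *BAN* (*AT1G61720*) had too few counts to be tested. Its mean level was 0.0815 CPM in wild-type plants, near the smallest level the depth can show, and 0.270 CPM in *ref4-3* plants, above that level. Every *ref4-3* library lay above every wild-type library, with at most 4 counts in a wild-type and 11 in a *ref4-3* library.

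**Figure D4:**
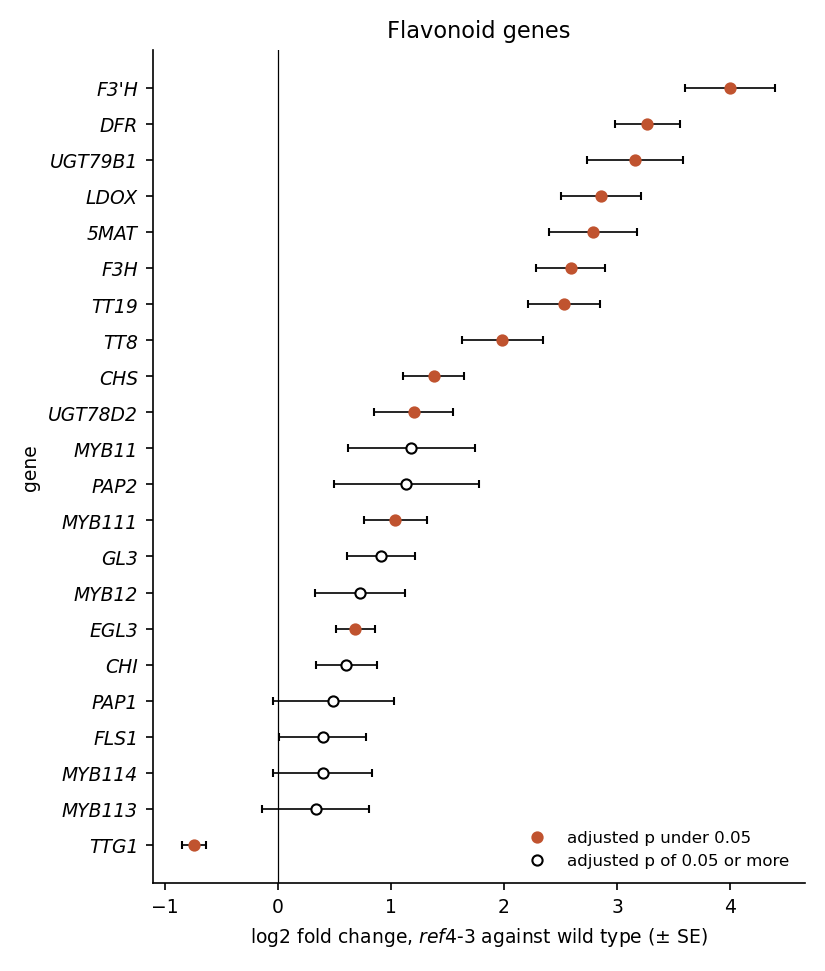
Log2 fold change in *ref4-3* against wild type (x axis) of 22 flavonoid genes (y axis), with bars of ± SE and filled points where the adjusted p-value was under 0.05. *TTG1* is the gene with a point below 0.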

A gene ontology (GO) analysis of genes exhibiting altered enrichment of H3K27me3 did not reveal an enrichment in genes associated with the phenylpropanoid or flavonoid biosynthesis (Supplementary Table 15). This finding was not unanticipated in light of the substantial portion of the transcript phenotype that is not associated with altered H3K27me3 enrichment (Fig. 3). Nevertheless, we undertook a candidate gene approach to explore the possible contribution of altered H3K27me3 enrichment to previously characterized *ref4-3* transcript and developmental phenotypes. The candidates included *MYB4*, a transcriptional regulator that plays a broad role in the regulation of genes associated with flavonoid biosynthesis (Jin *et al*. 2000; Wang *et al*. 2020) and that exhibits elevated expression in *ref4-3* plants as previously observed (Supplementary Table 13).

Although *MYB4* was not identified as an H3K27me3-enriched locus by our bioinformatic pipeline due to the stringent selection criteria (see “Materials and methods”), visual inspection of H3K27me3 enrichment at *MYB4* in wild-type and *ref4-3* plants clearly reveals a decrease of H3K27me3 that is comparable to that observed at *MAF5*, which was identified as a locus exhibiting differential enrichment of H3K27me3 by our analysis (Fig. 4c and d). High signal thresholds for calling a locus enriched for a chromatin feature result in robust reproducible signals but can result in false negatives (Nakato and Sakata 2021; Eder and Grebien 2022). Importantly, mutation of *MYB4* in *ref4-3* plants contributes to increased expression of genes associated with phenylpropanoid biosynthesis, increased levels of anthocyanin and proanthocyanidin, and an amelioration of developmental phenotypes observed in *ref4-3* plants (Wang *et al*. 2020). Further, the transcript level of *MYB4* is increased 2.8-fold in *clf swn* plants that lack H3K27 histone methyltransferases that act in the shoot to generate H3K27me3 (Shu *et al*. 2019). 

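*MYB4* (*AT4G38620*) codes for a MYB domain protein and lies on the plus strand of chromosome 4 of TAIR10.1 from 18053360 to 18055040, with 2 exons. Its transcript level was 8.59 ± 2.72 CPM in wild-type and 110.5 ± 20.7 CPM in *ref4-3* plants, a log2 fold change of 3.68 (SE 0.27, adjusted p = 7.2e-04 from edgeR). Every *ref4-3* library lay above every wild-type library. The log2 fold change was between 3.44 and 3.90 under 15 alternatives, and its adjusted p-value was under 0.05 in 15 of 15.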

Combined, these observations are consistent with a model in which elevated expression of *MYB4* in *ref4-3* plants and the ensuing phenotypic consequences result from reduced H3K27me3 at *MYB4*, a mechanism of action that is consistent with the impact of *ref4-3* on H3K27me3 enrichment at numerous other loci (Fig. 2).

### *ref4-3* impairs expression of MYC2-dependent genes

GO term enrichment analysis of DEGs in *ref4-3* revealed overrepresentation of pathways in *ref4-3* plants similar to those identified previously, including pathways associated with phenylpropanoid metabolic processes, response to salicylic acid, and flavonoid biosynthesis (Fig. 5a and b; Supplementary Table 16). It is worth highlighting that the enrichment in genes associated with flavonoid biosynthesis is consistent with our observed transcript (Supplementary Table 13) and H3K27me3 enrichment phenotype (Fig. 4d) for *MYB4*. 

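Process terms in the notes of the reference annotation were tested on the DEGs, an analysis added after the deposited data had been seen. Terms were carried by 9927 tested protein-coding genes, of which 550 were decreased and 452 increased, and 481 terms with at least 5 genes were tested in each direction with a one-sided hypergeometric test, which is Fisher's exact test. After Benjamini-Hochberg adjustment, 15 terms were overrepresented among decreased genes and 3 among increased genes. Among decreased genes, defense response had an odds ratio of 3.81 (50 of 290 genes; exact test, adjusted p = 9.8e-11), response to chitin of 10.9 (21 of 55 genes; adjusted p = 9.8e-11) and response to wounding of 5.95 (15 of 59 genes; adjusted p = 7.4e-05). Jasmonic acid biosynthetic process had an odds ratio of 17.2 (6 of 12 genes; exact test, adjusted p = 9.4e-04), whereas response to jasmonic acid stimulus had an odds ratio of 3.90 (5 of 27 genes; adjusted p = 0.230). Phenylpropanoid biosynthetic process had an odds ratio of 6.84 (2 of 7 genes; exact test, adjusted p = 0.536) and response to salicylic acid stimulus of 1.63 (2 of 23 genes; adjusted p = 1). Among increased genes, flavonoid biosynthetic process had an odds ratio of 3.00 (2 of 16 genes; exact test, adjusted p = 1), and the 3 terms past the threshold were lipid transport, response to water deprivation and response to abscisic acid stimulus, with odds ratios of 4.59, 4.28 and 4.21 (exact test, adjusted p = 0.0161 for each). Response to water deprivation was also overrepresented among decreased genes, with an odds ratio of 3.82 (13 of 72 genes; exact test, adjusted p = 0.00559). When each library was left out in turn, the calls among decreased genes were lost in 3 of the 6 fits for jasmonic acid biosynthetic process, 2 for response to wounding and 1 for defense response.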

We also observed a striking overrepresentation of downregulated genes associated with JA response and regulation by JA as well as JA-associated processes such as defense response and wounding (Wasternack and Song 2017; Hewedy *et al*. 2023).

**Fig. 5.**
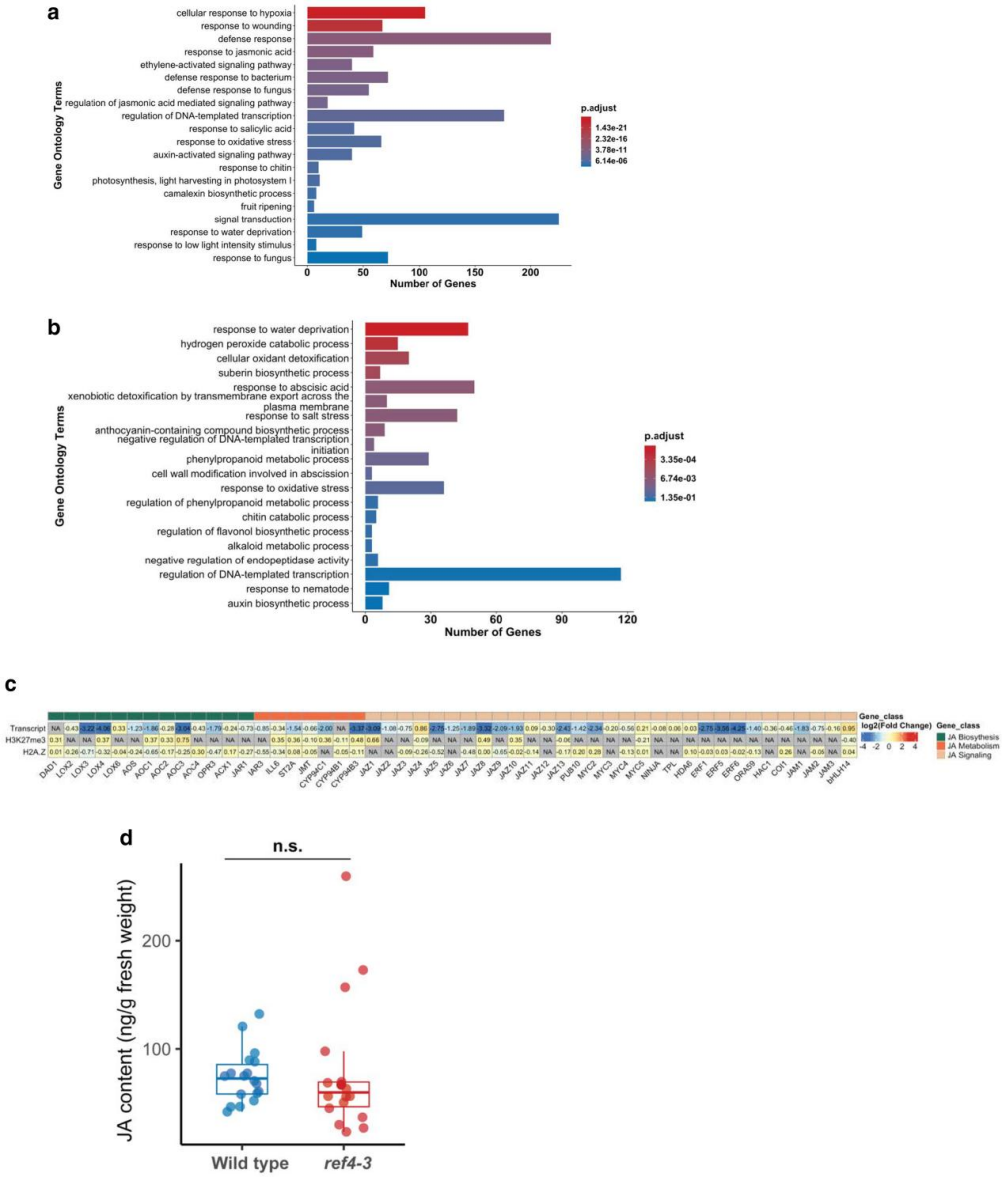
Expression of genes associated with JA biosynthesis and response are misregulated in *ref4-3* plants. a) GO enrichment analysis of genes that exhibit decreased transcript levels in *ref4-3* plants. b) GO enrichment analysis of genes that exhibit increased transcript levels in *ref4-3* plants. c) Relative expression and enrichment of H3K27me3 and H2A.Z of JA-associated genes in *ref4-3* plants. d) JA abundance in 3-week-old shoot tissue (*n* = 18) in different genetic backgrounds. JA content was determined by calculating the relative peak area ratio to the known amount of internal standard (JA-d_5_) added before metabolite extraction and then normalized to the fresh weight of tissue. Quantification was repeated twice, and the representative data are shown here. The significance of the difference in JA levels between wild type and *ref4-3* was determined by Welch's *t-*test (2-tail). n.s. denotes not significant.

In light of this distinctive transcriptome phenotype, we examined the overlap of the genes that we identified as differentially expressed in *ref4-3* plants with another set of genes that were previously identified as differentially expressed in *ref4-3* plants (Dolan *et al*. 2017) (Supplementary Fig. 6a and b). Although this analysis revealed significant overlap, 62% of genes (419 of 681) that we identified as exhibiting increased expression in *ref4-3* plants were not identified previously (Supplementary Fig. 6a). Additionally, 82% of genes (852 of 1,037) that we identified as exhibiting decreased expression were also not identified previously (Supplementary Fig. 6b). To further investigate the basis of our transcript phenotype, we undertook multidimensional scaling (MDS) analysis to compare our data to 2 previous RNA-seq analyses of *ref4-3* plants which did not exhibit such a dramatic perturbation of the JA-associated transcriptome (Dolan *et al*. 2017; Mao *et al*. 2019a). This comparison revealed that the 3 data sets clustered by experimental condition rather than by genotype (Supplementary Fig. 6c). MDS analysis of these 3 RNA-seq analyses thus indicates that the growth condition of a given experiment has a substantial impact on the wild-type transcriptome, which then represents a distinct “ground state” for examining the effect of *ref4-3* on transcript levels (and possibly chromatin states as well). Although plants in all 3 analyses were grown under a typical long-day regimen of a 16-h light/8-h dark photoperiod, they were harvested at slightly different ages and were grown in different chambers using different light sources and under different light intensities (Supplementary Fig. 6c). Our MDS analysis strongly suggests that one or more of these experimental variables can have a substantial impact on the transcriptome of wild-type plants, which in turn likely alters the impact of a genetic perturbation on that transcriptome.

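Of the 51 JA-associated genes in Fig. 5c, 47 could be paired with a gene of the annotation by their symbol, and all 47 were tested. Transcript levels of 42 of them were lower in *ref4-3* plants, and the 23 genes with an adjusted p-value under 0.05 were among these 42. Adjusted over the 47 genes alone, 28 genes had an adjusted p-value under 0.05. The 3 *ref4-3* libraries lay below the 3 wild-type libraries for 26 genes and above them for 1, and 17 genes were DEGs. Across the 47 genes, the log2 fold change had a median of -0.93 and ranged from -4.32 to 1.34, and camera gave a two-sided adjusted p-value of 9.0e-09, which was again lost with a correlation estimated from the libraries. Averaged over the 47 genes, the log2 CPM was 4.31, 5.54 and 4.91 in wild-type replicates 1, 2 and 3 and 3.71, 3.51 and 3.92 in *ref4-3* replicates 1, 2 and 3, so the difference between genotypes comes with a wide spread within wild type. Without wild-type replicate 2, the median log2 fold change was -0.76.

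Among genes of JA biosynthesis, *LOX4* (*AT1G72520*) had a log2 fold change of -4.15 (SE 0.86, adjusted p = 0.0181 from edgeR), with levels of 221 ± 240.4 CPM in wild-type and 12.5 ± 5.81 CPM in *ref4-3* plants. *AOC3* (*AT3G25780*), *OPR3* (*AT2G06050*) and *AOS* (*AT5G42650*) had log2 fold changes of -3.12, -1.84 and -1.31, with adjusted p-values of 0.0331, 0.039 and 0.0423 from edgeR. When each library was left out in turn, the calls of *LOX4*, *AOC3*, *OPR3* and *AOS* were lost in 3, 4, 5 and 4 of the 6 fits. Their log2 fold changes in these fits ranged from -4.64 to -2.76, -3.64 to -1.95, -2.26 to -1.19 and -1.69 to -0.93. *LOX2* (*AT3G45140*) had a log2 fold change of -0.50 (SE 0.20, adjusted p = 0.118 from edgeR), and *DAD1* (*AT2G44810*), with mean levels of 0.231 and 0.585 CPM, of 1.34 (SE 0.72, adjusted p = 0.205 from edgeR). Among genes of JA signaling and response, *ERF6* (*AT4G17490*) had the largest decrease, a log2 fold change of -4.32 (SE 0.55, adjusted p = 0.00466 from edgeR). *ERF5* (*AT5G47230*) had a log2 fold change of -3.63 (SE 0.49, adjusted p = 0.00536 from edgeR) and *JAZ9* (*AT1G70700*) of -2.16 (SE 0.36, adjusted p = 0.00973 from edgeR). *JAR1* (*AT2G46370*), which codes for the enzyme that conjugates JA, and the receptor gene *COI1* (*AT2G39940*) had log2 fold changes of -0.80 (SE 0.12, adjusted p = 0.00688 from edgeR) and -0.53 (SE 0.13, adjusted p = 0.0278 from edgeR), with the call of *COI1* lost in 5 of the 6 fits and that of *JAZ9* in 1.

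**Figure D5:**
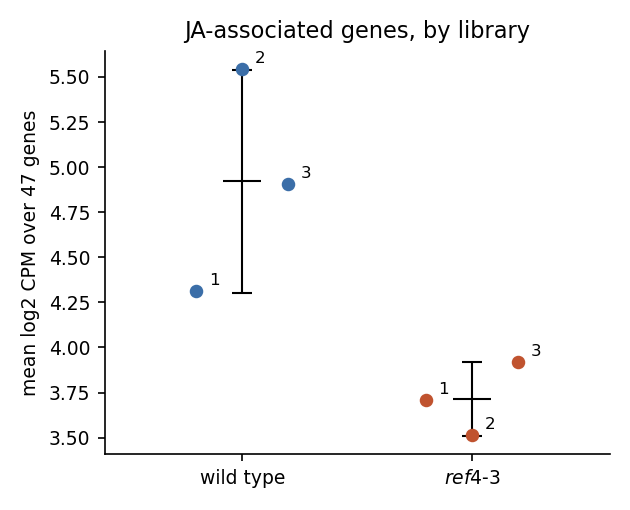
Mean log2 CPM over 47 JA-associated genes (y axis) in each library by genotype (x axis), with replicate numbers beside the points and horizontal lines and bars for the mean ± SD of 3 libraries. The wild-type libraries range from 4.31 to 5.54 and the *ref4-3* libraries from 3.51 to 3.92.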

Our analysis of *ref4-3* plants under our growth conditions revealed a wide-ranging alteration of JA-associated gene expression that is not strongly associated with a particular change in chromatin state in *ref4-3* plants, including decreased transcript levels for genes that play critical roles in JA biosynthesis, regulation of JA signaling, and response to JA in *ref4-3* plants (Fig. 5c; Supplementary Table 17). We analyzed JA content in whole shoot tissue of wild-type and *ref4-3* plants by LS-MS to test the hypothesis that this transcript phenotype reflected altered JA homeostasis in *ref4-3* plants. We observed that *ref4-3* plants maintain JA levels that are indistinguishable from wild-type plants (Fig. 5d), suggesting that another process contributed to altered expression of these loci.

MYC2 plays a key role in transcriptional regulation of a variety of processes in plants, including those associated with JA homeostasis (Wang *et al*. 2017; Van Moerkercke *et al*. 2019; Zhang *et al*. 2020). 

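*MYC2* (*AT1G32640*) is a gene of 1 exon on the minus strand of chromosome 1 of TAIR10.1, from 11798119 to 11801407. Its transcript level was 242 ± 200.1 CPM in wild-type and 45.3 ± 18.1 CPM in *ref4-3* plants, a log2 fold change of -2.42 (SE 0.58, adjusted p = 0.0282 from edgeR). Every *ref4-3* library lay below every wild-type library, although the difference between the means is about as large as the SD within wild type. The adjusted p-value was 0.0928 and 0.106 when *ref4-3* replicates 2 and 3 were left out, with log2 fold changes of -2.19 and -2.38, and leaving out wild-type replicate 2 gave the smallest decrease, a log2 fold change of -1.51. *AT1G32630*, on the opposite strand, covers 98.5% of the span of *MYC2*, and its log2 fold change was -0.29 (adjusted p = 0.365 from edgeR). *MYC4* (*AT4G17880*), which codes for a related transcription factor, had a log2 fold change of -0.62 (SE 0.17, adjusted p = 0.0393 from edgeR), a call lost in 4 of the 6 fits that each left out a library, and *MYC3* (*AT5G46760*) of -0.27 (SE 0.12, adjusted p = 0.131 from edgeR).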

Intriguingly, we observed that transcript levels of *MYC2* are decreased 5-fold in *ref4-3* plants, suggesting that reduced expression of *MYC2* contributed to the transcript phenotype (Fig. 5c). We observed a relatively small overlap, however, between genes that are misregulated in *ref4-3* plants and genes that were previously identified as exhibiting altered transcript levels in *myc2* plants (Zander *et al*. 2020) (Fig. 6a and b). Loss of *MYC2* has previously been shown to result in a modest transcript phenotype, which likely reflects functional overlap with *MYC3* and *MYC4*, which code for related transcription factors that act in common transcriptional circuits with *MYC2* (Fernandez-Calvo *et al*. 2011; Wang *et al*. 2017; Zander *et al*. 2020; Zhang *et al*. 2020). To test the hypothesis that *ref4-3* specifically alters expression of genes that are direct targets of MYC2 independently of a requirement for *MYC2*-dependent expression, we examined the intersection between genes that are misregulated in *ref4-3* and genes that were previously characterized by ChIP-seq as direct targets of MYC2 (Van Moerkercke *et al*. 2019). We observed that *ref4-3* impaired expression of a substantial subset of these genes (229 of 1,216 downregulated genes, *P*-value < 10^−53^) (Fig. 6c and d), consistent with the hypothesis that the presence of a MYC2-binding site conferred *ref4-3*-associated transcriptional inhibition at a number of loci.

**Fig. 6.**
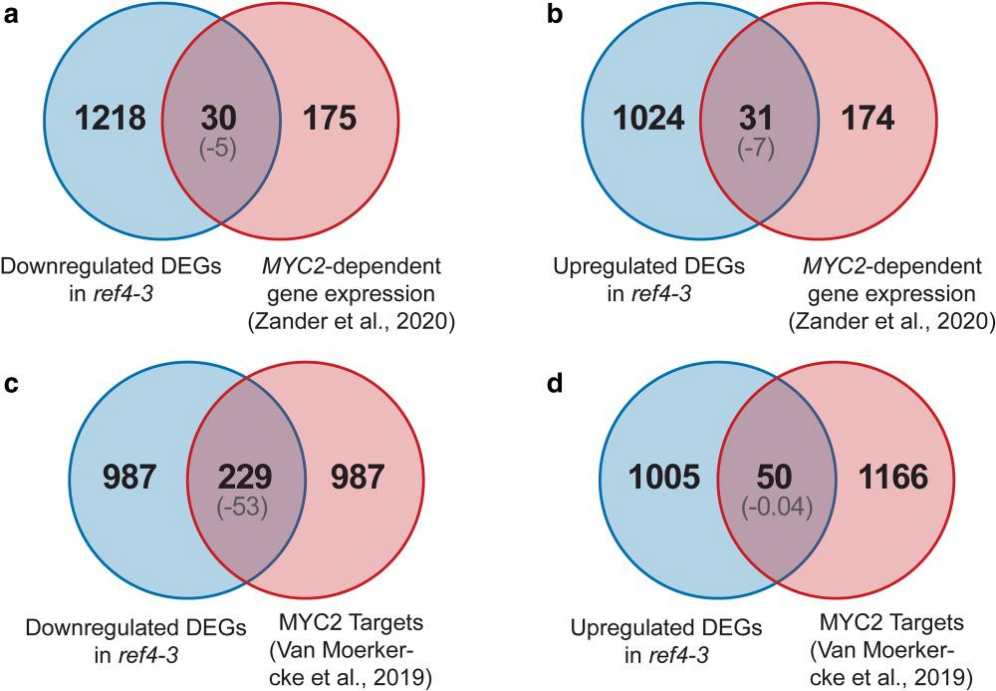
Direct targets of MYC2 are greatly overrepresented among downregulated genes in *ref4-3* plants. Venn diagrams indicating the intersection between genes that are a) downregulated in *ref4-3* and exhibit altered expression in *myc2* plants (Zander *et al*. 2020); b) upregulated in ref4-3 and exhibit altered expression in *myc2* plants (Zander *et al*. 2020); c) downregulated in *ref4-3* and direct targets of MYC2 (Van Moerkercke *et al*. 2019); and d) upregulated in *ref4-3* and direct targets of MYC2 (Van Moerkercke *et al*. 2019). The log_10_(*P*-value) for each intersection analysis is indicated in the parentheses. Fisher's exact test was used for the statistical analysis.

### *MED25* is necessary for *ref4-3*-dependent inhibition of expression of targets of MYC2

Our data suggested that *ref4-3* preferentially acts to impair expression of some Myc2 protein (MYC2) targets in a *MYC2*-dependent fashion via MYC2-dependent recruitment of Mediator containing the altered MED5b subunit. To test this hypothesis, we investigated whether the loss of *MYC2* in *ref4-3* plants suppressed the transcript phenotype of *MYC2* targets by using RT-qPCR to examine transcript levels in wild-type, *ref4-3*, *myc2*, and *ref4-3 myc2* plants. 

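In the RNA-seq analysis, *LOX3*, *JAZ1*, *CAB3*, *AR781*, *STZ*, *JAZ7* and *JAZ10* all had lower mean transcript levels in *ref4-3* than in wild-type plants, and 5 of these 7 genes were DEGs. *LOX3* (*AT1G17420*) had levels of 192 ± 200.3 CPM in wild-type and 19.3 ± 8.38 CPM in *ref4-3* plants, a log2 fold change of -3.31 (SE 0.79, adjusted p = 0.0278 from edgeR). *JAZ1* (*AT1G19180*) had levels of 145 ± 146 and 16.1 ± 7.50 CPM, a log2 fold change of -3.17 (SE 0.75, adjusted p = 0.0270 from edgeR). *STZ* (*AT1G27730*), which codes for a zinc finger protein, had levels of 209.6 ± 199.6 and 18.9 ± 5.76 CPM, a log2 fold change of -3.47 (SE 0.67, adjusted p = 0.0149 from edgeR). *AR781* (*AT2G26530*) had levels of 133 ± 98.1 and 11.4 ± 0.423 CPM, a log2 fold change of -3.55 (SE 0.49, adjusted p = 0.00577 from edgeR). *CAB3* (*AT1G29910*), a gene for a chlorophyll-binding protein, had levels of 6517 ± 679 and 2462 ± 490.4 CPM, a log2 fold change of -1.4 (SE 0.19, adjusted p = 0.00565 from edgeR), and shares 96.1% identity over 68.4% of its transcript with *CAB1*, whose log2 fold change was -0.90. Libraries of the genotypes overlapped for *JAZ7* (*AT2G34600*, log2 fold change -1.97, SE 0.83, adjusted p = 0.124 from edgeR) and *JAZ10* (*AT5G13220*, log2 fold change -2.01, SE 0.73, adjusted p = 0.0875 from edgeR). Adjusted over the 7 genes alone, 7 had an adjusted p-value under 0.05, but the paper selected these genes for decreased expression in *ref4-3* plants, so neither this count nor the lower levels of all 7 are an independent test. When each library was left out in turn, 2 to 7 of these genes were DEGs, and the calls of *LOX3*, *JAZ1* and *STZ* were lost in 3, 3 and 2 of the 6 fits.

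**Figure D6:**
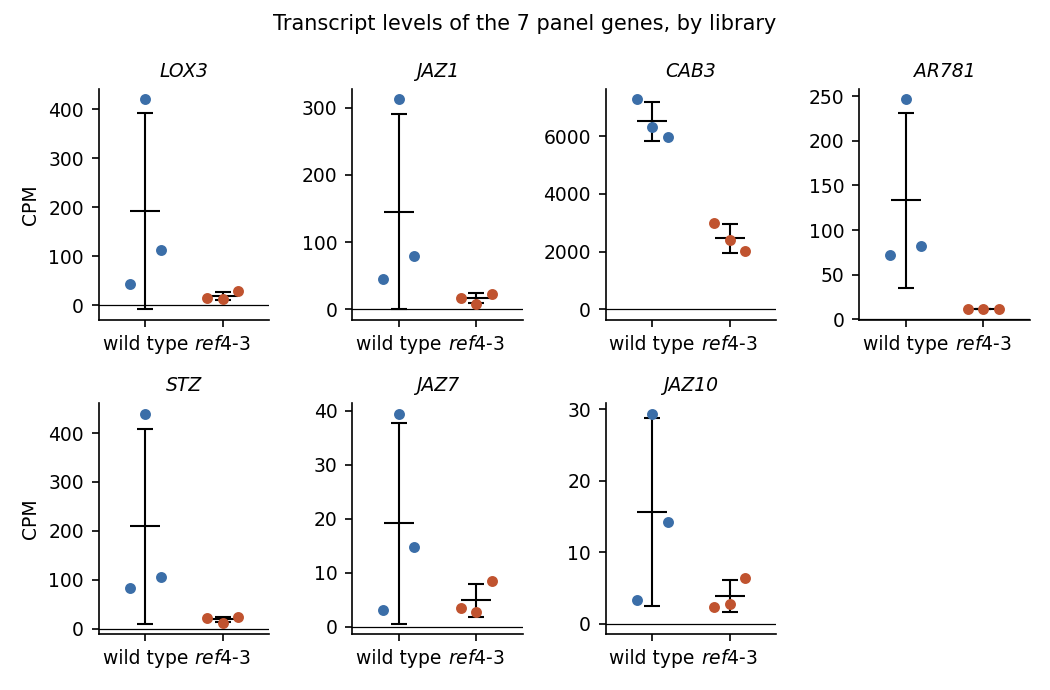
CPM (y axis) of 7 genes in each wild-type and *ref4-3* library (x axis), one point per library, with horizontal lines and bars for the mean ± SD of 3 libraries. In wild type, replicate 2 is the highest of the 3 libraries for 6 of the genes and replicate 1 for *CAB3*.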

For this analysis, we selected a panel of 7 genes that exhibited decreased expression in *ref4-3* plants and were direct targets of MYC2 (Van Moerkercke *et al*. 2019). All 7 selected genes exhibited reduced transcript levels in *ref4-3* relative to wild-type plants in the RT-qPCR analysis, in agreement with our RNA-seq analysis (Fig. 7). Loss of *MYC2* had a modest impact on reduced transcript levels associated with *ref4-3*: only 2 genes (*CAB3* and *JAZ10*) exhibited no detectable decrease in expression in *myc2 ref4-3* vs *myc2* plants, whereas *ref4-3* still impaired expression of the other 5 genes in *myc2* plants. These data thus indicate that *MYC2* is not necessary for *ref4-3* to impair expression of direct targets of MYC2.

**Fig. 7.**
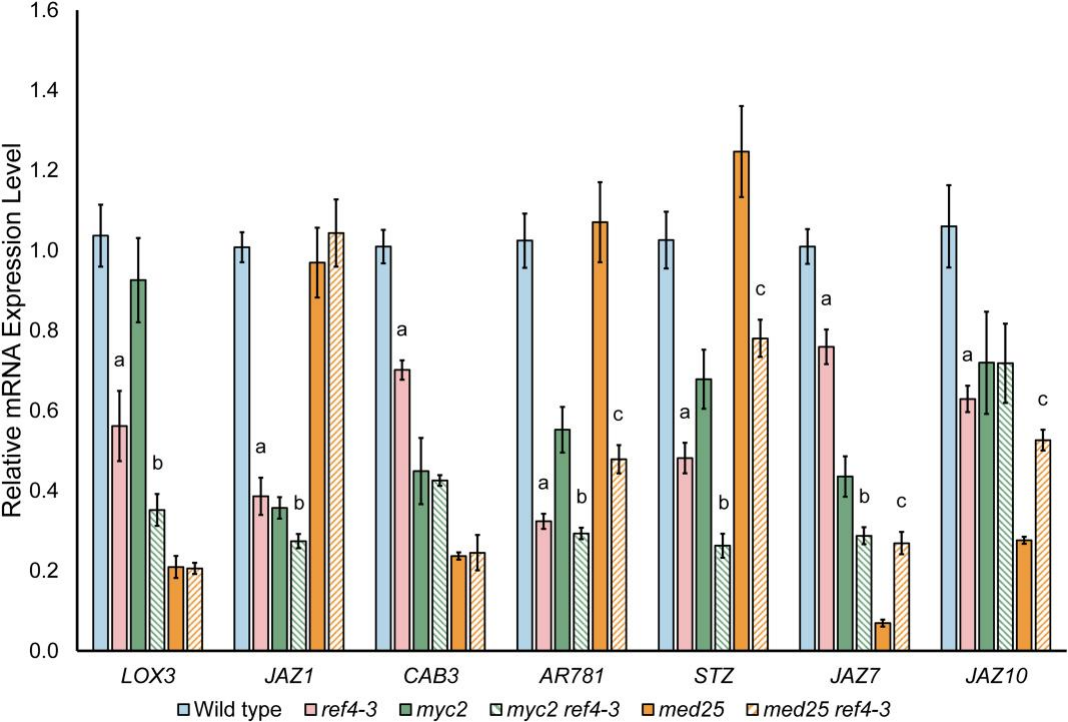
Mutation of *MED25* can alleviate inhibition of MYC2-targeted genes in *ref4-3* plants. RT-qPCR analysis was used to examine the impact of *ref4-3* on the relative expression of MYC2 target genes in the absence of *MYC2* or *MED25*. Transcript levels are normalized to the expression in wild-type plants, and 18S was used as a reference gene. Data points are the average of 3 biological replicates. The statistically significant level of gene expression was determined with Student's *t*-test (2-tail). Letters indicate the specific comparison exhibits a *P* < 0.05 at the examined locus. a, *ref4-3* plants relative to wild-type plants; b, *myc2 ref4-3* plants relative to *myc2* plants; c, *med25 ref4-3* plants relative to *med25* plants.

As noted above, MYC2 acts in common transcriptional circuits with MYC3 and MYC4 (Fernandez-Calvo *et al*. 2011; Gao *et al*. 2016). MYC2 can form heterodimers with MYC3 and MYC4, and MYC3 exhibits DNA binding specificity that is indistinguishable from MYC2 in vitro (Fernandez-Calvo *et al*. 2011). RNA-seq analysis of *myc2* plants has previously revealed a relatively modest transcript phenotype relative to the number of MYC2 binding sites in the absence of JA treatment (Zander *et al*. 2020). Analysis of the transcript levels of our panel of selected genes similarly reveals a similarly modest impact on transcript levels associated with loss of *MYC2* as 5 out of 7 selected genes exhibit less than a 2-fold reduction in transcript levels in *myc2* plants (Fig. 7, *myc2* vs wild type). Critically, MYC2, MYC3, and MYC4 all interact with MED25 (Cevik *et al*. 2012; Zhang *et al*. 2015a; Takaoka *et al*. 2022), and this interaction is considered to be a key mechanism by which Mediator is recruited to MYC2/3/4-dependent loci.

Given the functional redundancy of MYC2/3/4 and the common interaction of these transcription factors with MED25, we examined whether loss of *MED25* could abrogate the MYC2-associated transcript phenotype of *ref4-3*. We examined the transcript level of the same panel of genes in *med25* and *ref4-3 med25* lines. We observed that in 5 out of the 7 genes, *ref4-3* no longer impaired expression in the context of *med25*. Three of the genes (*LOX3*, *JAZ1*, and *CAB3*) exhibit indistinguishable transcript levels in *med25 ref4-3* relative to *med25* whereas 2 of the genes (*JAZ7* and *JAZ10*) exhibit increased transcript levels in *med25 ref4-3* relative to *med25*. These data are consistent with a mechanism of action in which *ref4-3* preferentially impairs expression at some loci to which Mediator is recruited via the interaction between MYC transcription factors and MED25.

## Discussion

Previous characterization of *ref4-3*, a semidominant point mutation of the tail module of Mediator (Bonawitz *et al*. 2012), revealed its impact on gene expression associated with metabolism and the contribution of other Mediator tail subunits to that perturbation (Stout *et al*. 2008; Bonawitz *et al*. 2012; Dolan *et al*. 2017; Wang *et al*. 2020). Here we show that *ref4-3* can also impair expression of genes that are direct targets of MYC2, a key transcriptional regulator involved in JA homeostasis and other processes (Wang *et al*. 2017; Van Moerkercke *et al*. 2019; Zhang *et al*. 2020), and that genetic ablation of MED25, a tail subunit previously demonstrated to interact directly with MYC2 and related transcription factors (Cevik *et al*. 2012; Zhang *et al*. 2015a; Takaoka *et al*. 2022), can ameliorate this impairment. We also make the surprising observation that *ref4-3* leads to a modest reduction in H3K27me3 at H3K27me3-enriched loci, which is accompanied by a reduction of H2A.Z at these loci. This reduction of H3K27me3 is observed at loci that are not transcribed at detectable levels, suggesting that Mediator carrying a point mutation in Med5b contributes to H3K27me3 homeostasis via a transcription-independent mechanism. Our studies highlight the diverse effects of a point mutation in a tail subunit of plant Mediator on transcriptional regulation and raise the possibility that Mediator plays a role in the distinct H3K27me3 landscape of plants.

RNA-seq of 21-day-old *ref4-3* plants revealed a notable impact on expression of genes directly regulated by MYC2. 18.8% of genes identified as direct targets of MYC2 by ChIP-seq (Van Moerkercke *et al*. 2019) exhibited decreased transcript levels in *ref4-3* plants (Fig. 6c). Previous biochemical characterization of MYC2 indicates that MYC2 and related transcription factors MYC3 and MYC4 can recruit Mediator by directly interacting with the MED25 tail subunit (Cevik *et al*. 2012; Zhang *et al*. 2015a; Takaoka *et al*. 2022). Our genetic data are consistent with this biochemical model of action. Analysis of candidate gene expression by RT-qPCR reveals that 5 of 7 genes that are direct targets of MYC2 no longer exhibit decreased expression in *ref4-3* plants if *MED25* is absent. Thus, our data suggest that Mediator containing a semidominant mutant version of Med5b can impair gene expression when recruited to these loci via a MYC2 binding site—MYC2/3/4–MED25 recruitment pathway (Fig. 8).

**Fig. 8.**
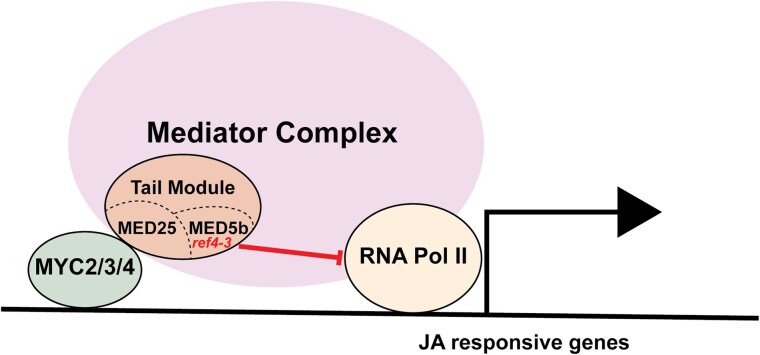
Model of recruitment of Mediator complex that contains mutant version of MED5b corresponding to *ref4-3* to MYC2-dependent loci. Upon recruitment of Mediator via the interaction between MYC2 (or the related transcription factors MYC3 and MYC4), the semidominant point mutation of Med5b (*ref4-3*) is placed in a context in which it has the ability to inhibit gene expression (denoted by bar).

In addition to revealing an impact of *ref4-3* on expression of direct targets of MYC2, our analyses emphasize the responsiveness of the transcriptome of wild-type plants to growth conditions. Previous characterization of *ref4-3* by 2 independent RNA-seq analyses called attention to its impact on gene expression associated with metabolism (e.g. phenylpropanoid biosynthesis) (Dolan *et al*. 2017; Mao *et al*. 2019a). MDS analysis of all 3 RNA-seq data sets to gain insight into the distinct effects of *ref4-3* on the transcriptome in the 3 experiments gave rise to the surprising observation that despite using what would typically be considered highly similar growth conditions and developmental stages for all 3 experiments and the use of a mutant with a distinct developmental phenotype, the experiment rather than the genotype primarily accounted for the observed differences in the transcriptomes (Stout *et al*. 2008; Wang *et al*. 2020) (Supplementary Fig. 6c).

Responsive adaptation to environmental conditions is a hallmark of plant growth and development (Sultan 2000; Schneider 2022). Our comparative analysis of independent replicates of RNA-seq data of identical plant lines from common seed stocks indicates that this high degree of responsiveness extends to the level of the transcriptome as well. Given the highly integrative manner by which Mediator contributes to transcriptional control (Allen and Taatjes 2015; Yang *et al*. 2016; Chen *et al*. 2022; Richter *et al*. 2022), it is perhaps not surprising that different transcriptional ground states (as dictated by a given environmental condition) will reveal different perturbations in response to a semidominant mutation in a Mediator tail subunit. Our findings underscore, however, that providing additional information such as the light sources and/or a sample light spectrum in the “Materials and methods” section may aid in reproducibility of transcript-associated phenotypes observed in different labs.

Despite the apparent impact of slightly altered growth conditions on the transcriptome of plants (Supplementary Fig. 6c), our new analyses reproduced the observation that H3K27me3-enriched genes are overrepresented in genes that exhibit altered expression in *ref4-3* plants (Fig. 2a and b; Supplementary Fig. 1). In this study, we used ChIP-seq to explicitly test the hypothesis that H3K27me3 enrichment was altered in *ref4-3* plants. Our data clearly demonstrate that *ref4-3* results in a modest reduction of levels of H3K27me3 at H3K27me3-enriched loci (Fig. 1). Intriguingly, we also observed this reduction at loci that are not detectably expressed (Fig. 4), indicating that Mediator contributes to H3K27me3 enrichment via a mechanism that is not directly coupled to expression of the locus.

Mediator has previously been implicated in determination of chromatin architecture in animals (Richter *et al*. 2022), including protein–protein interactions linking the Mediator kinase module to H3K27me3 enrichment (Fukasawa *et al*. 2015; Postlmayr *et al*. 2020; Dimitrova *et al*. 2022). Plants exhibit a distinct pattern of enrichment of H3K27me3 relative to animals (Grossniklaus and Paro 2014): in plants, areas of H3K27me3 enrichment are typically observed in a locus-specific fashion, whereas in animals, H3K27me3 enrichment tends to occur in broad swaths of the genome. A number of cis-acting elements have been identified that are likely to contribute to locus-specific deposition of H3K27me3 in plants (Bieluszewski *et al*. 2021; Godwin and Farrona 2022). Our data raise the prospect that Mediator also contributes to deposition of H3K27me3 in plants, with the distinct caveat that the semidominant nature of *ref4-3* imbues the resulting Mediator complex with neomorphic properties.

Another distinguishing feature of H3K27me3-enriched loci in plants in relation to animals is that they are also enriched for the histone variant H2A.Z (Sequeira-Mendes *et al*. 2014; Carter *et al*. 2018; Gomez-Zambrano *et al*. 2019), and it has been proposed that H2A.Z contributes to deposition of H3K27me3 (Carter *et al*. 2018). Our analysis of H2A.Z enrichment by ChIP-seq in *ref4-3* plants revealed that changes in H3K27me3 are strongly correlated with changes in H2A.Z at H3K27me3-enriched loci (Figs. 1 and 4 and Tables 1–3). Our results are thus consistent with previous observations that the presence of H3K27me3 and H2A.Z define a particular chromatin state in Arabidopsis (Sequeira-Mendes *et al*. 2014) and indicate that the relative abundance of this state is perturbed by *ref4-3*. Our data do not indicate, however, whether *ref4-3* contributes specifically to H2A.Z and/or H3K27me3 at these loci.

Although *ref4-3* perturbs H3K27me3 homeostasis, this effect is unlikely to be the primary mechanism by which *ref4-3* alters the transcriptome. In our analysis, *ref4-3* has a substantially greater impact on expression of MYC2 direct targets (Fig. 6c) than on expression of genes that exhibit altered enrichment of H3K27me3 (Table 1). Nevertheless, our data also raise the possibility that altered H3K27me3 homeostasis as a result of *ref4-3* contributes to a substantial aspect of the developmental phenotype of *ref4-3* plants. *MYB4* has previously been demonstrated to be required for expression of the developmental and flavonoid phenotype of *ref4-3* plants (Wang *et al*. 2020). Although *MYB4* was not identified by our statistical criteria as an H3K27me3-enriched locus, visual inspection of H3K27me3 levels at *MYB4* in wild-type and *ref4-3* plants clearly reveals a decrease in H3K27me3 enrichment in *ref4-3* plants that could contribute to the observed increased transcript level of *MYB4* (Fig. 4d). This possibility is worth highlighting as it illustrates how a mutant that leads to a general perturbation in some process may give rise to a distinct phenotype not because of the widespread effect generated by the perturbation but because of the effect of that perturbation on a specific locus, analogous to the identification of *SDC* as a genetic suppressor of the developmental phenotype of *drm1 drm2 cmt3* plants (Henderson and Jacobsen 2008). Our data indicate that when examining the contribution of Mediator in plants to transcriptional regulation of a locus of interest (often due to an emergent developmental or biochemical trait), chromatin-based mechanisms should be considered.

## Supplementary Material

jkae301_Supplementary_Data

## Data Availability

RNA-seq and ChIP-seq data from this article were deposited into the Gene Expression Omnibus (Edgar *et al*. 2002). RNA-seq data can be found under accession number GSE275912, and ChIP-seq data can be found under accession number GSE275810. Supplemental material available at G3 online.

How the deposited data were processed for this re-analysis (not part of the article)

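RNA was measured in shoot tissue of 21-day-old wild-type and *ref4-3* plants, with 3 libraries per genotype, each from 5 plants. The authors trimmed paired-end reads with fastp, mapped them to TAIR10 with hisat2, sorted them with SAMtools and counted them per gene of Araport11, and the deposited values are these raw counts, with no normalization and no pooling of replicates. The paper's text names the DESeq2 and limma packages for the counting but not the function used, the strand setting or the treatment of reads that map to several places. The values were checked to be whole numbers, and the 6 libraries were matched to genotype and replicate number by their labels. Total counts per library ranged from 26060005 to 32879414, so that 3 counts, the smallest signal taken as detectable, correspond to 0.0912 to 0.115 CPM. This precision covers counting error only, since PCR duplicates are not independent molecules.

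Of 36796 genes in the table, 36632 were matched by their locus identifier to the annotation of TAIR10.1, a build whose name differs from the TAIR10 named in the paper. Coordinates from it are given for key genes only, and fold changes do not use them. Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10 and a minimum total of 15 retained 23050 genes, normalization factors were computed by TMM, and genotypes were compared by the two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes. Protein-coding genes with an adjusted p-value under 0.05 and a fold change above 2 were called DEGs. The SE of a log2 fold change was obtained from the quasi-likelihood F statistic. Transcript levels are CPM from the library totals, and logarithms of CPM use a prior count of 0.5. Gene sets were compared with all other tested genes by camera (limma 3.58.1) with its preset correlation between genes, two-sided, with adjustment over 6 sets. Overlaps with genes listed in the part of Supplementary Table 1 used here were tested by one-sided Fisher's exact tests over tested protein-coding genes of the same stretch, with 95% confidence intervals. Process terms of the annotation with at least 5 tested genes were tested by one-sided hypergeometric tests. Overlaps between genes used GenomicRanges 1.54.1, and similar transcripts were searched with BLAST+ 2.17.0 at a minimum identity of 95% over at least 50% of the transcript. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The tests were tested on simulated data of 23050 genes, of which 200 were changed 4-fold. The quasi-likelihood test recovered 89.9% of the 188 changed genes that were tested, and 3.98% of its calls were false. In the same simulation, edgeR's exact test and DESeq2 recovered 96.3% and 94.1%, with 17.4% and 17.7% of calls false. The simulation gave both genotypes the same dispersion for each gene. It also changed a far smaller share of genes than the 20.4% with an adjusted p-value under 0.05 (edgeR) in the real data. These shares of false calls therefore do not carry over to the real data.

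The comparisons at the paper's claims, their tests and the gene lists were set before the data were examined, except for the process terms. Nearly all tests of technical explanations were chosen after the results had been seen. The genes named are those of these lists, together with the 5 protein-coding DEGs with the largest decrease and the 5 with the largest increase among those with a mean of at least 1 CPM over the 6 libraries and with every *ref4-3* library on the same side of every wild-type library. The lists of rapidly induced genes, clock genes and Kelch repeat F-box genes come from general knowledge and not from the paper. Of the 151 listed genes, 4 were paired with the annotation by an alias and 10 were not paired. The symbols *JAZ13*, *PUB10*, *MYC5*, *bHLH14*, *KFB39*, *UGT75C1*, *JMJ13*, *MED5a*, *MED2* and *MED23* were left out, because their locus identifiers come from general knowledge and the annotation gives no symbol or alias to check them against.

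Alternatives set in the same way were edgeR's exact test, the Wald test of DESeq2 1.42.0, RLE size factors, no filter beyond 1 count, at least 10 counts in every library, a block for the replicate number, leaving out each of the 6 libraries in turn, no fold change threshold, a test against a fold change of 1.2 (glmTreat), all genes in place of protein-coding genes, other backgrounds and lists for the overlaps, odds ratios within 10 strata of transcript level, camera with an estimated correlation or on ranks, and other definitions of genes not detected. Alternatives added after the values had been seen were counts thinned to 26060005 per library with a fixed seed of 1, organelle genes left out, genes with a mean of at least 1 CPM, and subtraction of a background proportional to gene length, estimated in each library from protein-coding genes with a median under 0.3 CPM after the highest 10% were trimmed. The ChIP-seq, JA content, RT-qPCR and MYC2 target analyses of the paper were not analysed here.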

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

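The tests in this part were chosen only after the result had been seen. The paper reports on protein-coding genes. Among 1257 tested genes not annotated as protein-coding, 140 had an adjusted p-value under 0.05 and a fold change above 2 (edgeR). Of these, 32 had decreased and 108 had increased transcript levels in *ref4-3* plants. The annotation gives no gene type for 1 of the decreased and 7 of the increased genes, so whether these code for proteins is unknown. The 140 genes are a signal outside the genes that the paper discusses. The increased genes include 46 pseudogenes and 30 long noncoding RNA genes.

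Reads of changed protein-coding genes that overlap these genes are one technical explanation. Of the 132 of these genes with a position, 4 overlap a protein-coding DEG, against 46 of the 1014 other tested noncoding genes, an odds ratio of 0.658 (one-sided Fisher's exact test, p = 0.849), which gives no excess. A background of reads proportional to gene length, higher in *ref4-3* libraries, is another. After such a background was subtracted, 95 of the 140 genes were still past the thresholds, 29 of the 32 decreased and 66 of the 108 increased ones. A background higher in *ref4-3* libraries could raise only the increased genes, so it may account for some of these, but 66 of the 108 remained. The strand setting of the counting and reads shared with similar genes elsewhere were not tested, and a change in transcription in *ref4-3* plants cannot be told apart from these.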

How the results depend on the processing

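Of the 15 alternatives for *MYB4*, 15 kept its direction and an adjusted p-value under 0.05 (edgeR or DESeq2), as did 21 of 21 for the overlap of increased genes with genes listed for H3K27me3 by one-sided Fisher's exact or Mantel-Haenszel tests, whose odds ratio lay between 1.69 and 6.54. The counts of phenylpropanoid genes decreased (6 to 12) and flavonoid genes increased (8 to 12) stayed within 1.5 times their values of 8 and 11 under 16 alternatives each. For the results below that changed, the cause was not tested.

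Without the fold change threshold, 4508 genes were called, 2690 decreased and 1818 increased, and the odds ratio of the overlap of decreased genes with genes listed for H3K27me3 reversed to 0.764. It was 0.966 with glmTreat and 0.953 with no filter beyond 1 count, and 1.11, no longer past the threshold, against a background of all protein-coding genes. The exact test called 1506 increased genes. With an estimated correlation, camera no longer placed the JA (-0.93), phenylpropanoid (-0.94), flavonoid (1.16) and rapidly induced (-3.2) genes past the threshold; the adjusted p-value of each was 0.239, the highest among its alternatives, whose lowest ranged from 5.2e-25 to 2.2e-15. The clock genes passed it with no filter beyond 1 count (-0.51, adjusted p = 0.00865 from camera), without wild-type replicate 3 (adjusted p = 0.0443 from camera) and without *ref4-3* replicate 1 (adjusted p = 0.00243 from camera), within a range of 0.00243 to 0.459 over their alternatives. The term for response to jasmonic acid passed with the exact test (odds ratio 4.97), DESeq2 (5.03) and no filter beyond 1 count (6.91). The share of listed genes not detected was 0.0588% when it meant no counts and 54.1% when it meant less than 1 CPM in all 6 libraries.

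The replicate number was used as a block in one alternative. Residuals of same-numbered libraries had a mean correlation of 0.0238 between genotypes, so that the numbers show little sign of pairing, and the block takes up degrees of freedom. With the block, the log2 fold change of *MYC2* was -2.14 (adjusted p = 0.0797 from edgeR, within a range of 5.0e-04 to 0.106 over its alternatives), the overlap of decreased genes had an odds ratio of 1.19, 7 JA genes and 3 genes of the RT-qPCR panel were decreased, the clock genes had a median of -0.38 and were past the threshold, and the terms for salicylic acid response and jasmonic acid biosynthesis had odds ratios of 0.989 and 1.98, the latter no longer past the threshold. The log2 fold changes of *KFB20* and *TCH4* reversed to -0.052 and 0.38 with the block.

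Across the 6 fits that each left out a library, the number of DEGs ranged from 769 to 2278, with 443 to 1435 decreased and 326 to 843 increased. Log2 fold changes ranged from -2.8 to -1.51 for *MYC2* and from -1.31 to 0.95 for *MAF5*, and the median of the clock genes from -0.52 to -0.28. The odds ratio of the overlap of decreased genes ranged from 0.906 to 1.51. From 2 to 24 JA genes, 2 to 7 genes of the RT-qPCR panel and 1 to 2 genes of H3K27me3 homeostasis were called, the latter against 3 with at least 10 counts in every library or with background subtracted. Odds ratios of terms ranged from 0 to 1.99 for salicylic acid response and 2.63 to 5.61 for jasmonic acid response. The ranges were 0 to 14.4 for jasmonic acid biosynthesis, 2.63 to 3.90 for defense response and 3.36 to 7.88 for wounding response. For phenylpropanoid biosynthesis the range was 5.71 to 18.4 and, among increased genes, for flavonoid biosynthesis 1.45 to 7.76. The phenylpropanoid and flavonoid terms were not past the threshold in any of these fits. The call of jasmonic acid biosynthesis was lost without any 1 of the 3 *ref4-3* libraries, that of wounding response without *ref4-3* replicate 2 or 3 and that of defense response without *ref4-3* replicate 3. Jasmonic acid response was called without wild-type replicate 3. Across the same fits, the share of listed genes not detected ranged from 20.1% to 29.4%. With a library left out, edgeR's filter asks for the minimum count in fewer libraries. More genes passed it in each of these fits, 23609 to 24853 against 23050. These shares therefore do not show how far the result depends on any single library.

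Among single genes with small changes, the log2 fold change reversed to -0.014 (*CLF*), -0.037 (*PAL4*), -0.078 (*KFB20*) and -0.087 (*MED25*) with no filter beyond 1 count. That of *TCH4* reversed to 0.078 with at least 10 counts in every library, 0.021 with thinned counts and 0.098 with background subtracted. In the 6 fits that each left out a library, values ranged from -0.10 to 0.14 (*MED25*), -0.36 to 0.17 (*KFB20*), -0.47 to 0.87 (*TCH4*), -0.028 to 0.15 (*PAL4*), -0.084 to 0.50 (*4CL3*), -0.12 to 0.65 (*FLS1*) and -0.38 to 0.84 (*PAP1*). Over 59 single genes, 83 of 878 values changed: 46 became weaker, 15 stronger and 22 reversed. Against the main setting, alternatives in normalization and filtering shifted the median log2 fold change of all shared genes by less than 0.1.

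Depth limits the results for genes with few counts: a gene at 3 counts lies at 0.0912 to 0.115 CPM, and 273 of the 925 increased genes had a mean under 1 CPM.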

Differences from the paper's values

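A log2 fold change was counted as different from the paper's when the signs differed or the values lay further apart than 1 standard deviation of log2 CPM within genotypes, and a ratio when its log2 value lay further from the paper's than this and the ratios were more than 1.5-fold apart; a value within these limits can still differ from the paper's in size. Log2 fold changes of 45 JA-associated genes were compared with the values of Fig. 5c, read by eye, and 43 had the same sign; the paper's value was the higher one for 44 of the 45, with a median difference of 0.0688 and a largest difference of 0.124. The differences of *TPL*, *HDA6* and *JAM3* below are about as large as this common shift and are not particular to these genes. For *TPL*, the paper's value is about 0.06 in Fig. 5c and the value here -0.013; of the 12 alternatives set before the data were examined, 4 bring it within these limits: at least 10 counts in every library, the replicate block, without wild-type replicate 2 and without *ref4-3* replicate 1. For *HDA6*, the paper's value is about 0.03 in Fig. 5c and the value here -0.037, within the limits under 2 of these 12, at least 10 counts in every library and without *ref4-3* replicate 1. For *JAM3*, the paper's value is about -0.16 in Fig. 5c and the value here -0.23, within the limits under 3 of these 12, at least 10 counts in every library, without wild-type replicate 2 and without *ref4-3* replicate 1.

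The paper measured 7 genes by RT-qPCR, another assay, and its ratios of *ref4-3* to wild type were read by eye from Fig. 7 and compared with the RNA-seq ratios. For *LOX3*, the paper's ratio is about 0.56 in Fig. 7 and the RNA-seq ratio 0.101, and for *JAZ1* about 0.39 in Fig. 7 against 0.111; for both, only the fit without wild-type replicate 2 among the same 12 alternatives gave ratios within the limits, 0.244 for *LOX3* and 0.258 for *JAZ1*, still below the paper's. For *CAB3*, the paper's ratio is about 0.7 in Fig. 7 against 0.378 here, for *AR781* about 0.32 in Fig. 7 against 0.0854, and for *STZ* about 0.48 in Fig. 7 against 0.0902; none of the 12 alternatives brought these within the limits. For *JAZ7*, the paper's ratio is about 0.76 in Fig. 7 against 0.255 here, within the limits under the replicate block and without wild-type replicate 2 (0.541), *ref4-3* replicate 1 (0.293) or *ref4-3* replicate 2 (0.309). For *JAZ10*, it is about 0.63 in Fig. 7 against 0.248 here, within the limits under these 4 alternatives (0.440, 0.296 and 0.281 for the 3 fits without a library) and under at least 10 counts in every library (0.264). All of these ratios are below the paper's.

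The paper describes *MAF5* as having increased transcript levels in *ref4-3* plants; its log2 fold change here was -0.72 (adjusted p = 0.546 from edgeR), and only without wild-type replicate 2 was it positive, at 0.95 (adjusted p = 0.260 from edgeR, within a range of 0.260 to 0.779 over its alternatives). The paper states that expression of genes for PRC2 and H3K27 demethylases is not altered, and its text does not list these genes. Here *JMJ30* had a log2 fold change of 2.47 and was a DEG. *REF6* had a log2 fold change of 0.61, a fold change of 1.53. This is short of the fold change of 2 in the paper's methods, so *REF6* was not a DEG. Both genes had an adjusted p-value under 0.05 (edgeR), except that *REF6* lost this without wild-type replicate 1 or *ref4-3* replicate 3. With at least 10 counts in every library or with background subtracted, 3 genes of H3K27me3 homeostasis had such a p-value in place of 2. The paper places *MYB4* among regulatory genes with decreased transcript levels at one point and describes its expression as elevated at another; its log2 fold change here was 3.68. The paper selected the RT-qPCR panel as genes with decreased expression; *JAZ7* and *JAZ10* did not pass the thresholds here, but *JAZ10* did with edgeR's exact test, which the paper's methods name, and both did without wild-type replicate 1.

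The paper reports terms for phenylpropanoid metabolism, salicylic acid response and flavonoid biosynthesis as overrepresented. The terms for phenylpropanoid biosynthesis, salicylic acid response and flavonoid biosynthesis in the annotation used here had adjusted p-values (hypergeometric exact test) of 0.536, 1 and 1, and none of the 15 alternatives brought them under 0.05. These terms come from annotation notes and hold only 7, 23 and 16 tested genes, so they do not repeat the paper's gene ontology analysis. In the gene lists tested here, 8 of 17 phenylpropanoid genes were decreased DEGs and 11 of 22 flavonoid genes were increased DEGs. No such list was tested for salicylic acid response. The term for response to jasmonic acid, with an adjusted p-value of 0.230 by the same exact test, passed with edgeR's exact test, DESeq2, no filter beyond 1 count and without wild-type replicate 3.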

Other observations

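The camera tests of gene sets, the strata of transcript level, the fits without a library and the test of genes near *MED5b* were set beforehand; the use of the strata and fits as tests of other explanations, and the other tests in this part, were chosen only after the result had been seen.

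Wild-type replicate 2 differed from the other wild-type libraries: 593 tested genes were more than 2-fold above both of them and 1554 more than 2-fold below both. Of 19 rapidly induced genes, 16 were among those above (odds ratio 196; one-sided Fisher's exact test, adjusted p = 4.0e-22 over the 6 libraries), as were 13 of the 47 JA-associated genes. In *ref4-3* replicate 1, 3 of the 19 rapidly induced genes were more than 2-fold above both other *ref4-3* libraries (odds ratio 20.7; one-sided Fisher's exact test, adjusted p = 0.00193). Of the genes below, 92.9% had a mean under 1 CPM, against 18.1% to 83.3% for the same comparison in the other libraries and 15.4% of all tested genes, and wild-type replicate 2 had the lowest pseudogene signal, 0.00617 CPM per kb. A stronger response to touch or another stress at harvest and a lower background are candidate explanations for how this library differs, and no test separates them from other differences between the libraries.

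The 19 rapidly induced genes, none of them on the JA list, had a median log2 fold change of -3.2 in *ref4-3* plants (two-sided adjusted p = 1.6e-11 from camera), with 18 of them lower, 15 past the thresholds, and libraries of the genotypes apart for 16, with *ref4-3* lower in each (by chance, 10% would be apart in either direction). Their mean log2 CPM was 5.96, 7.89 and 6.31 in wild-type replicates 1, 2 and 3 and 4.54, 3.68 and 4.11 in *ref4-3* replicates 1, 2 and 3. Lower JA-associated transcript levels may thus be part of a wider difference in rapidly induced genes between the plants at harvest. The median of the JA genes was still negative without wild-type replicate 2 (-0.76, adjusted p = 5.5e-10 from camera with its preset correlation), with counts thinned to the smallest library (-1.02) and without organelle genes (-0.93). Without wild-type replicate 2, 12 JA genes were DEGs, against 17 with all libraries and 2 to 8 without 1 of the *ref4-3* libraries, so that the JA result does not rest on that library alone. For time of day at harvest, 4 of 11 clock genes (36.4%) had an adjusted p-value under 0.05, against 20.4% of all tested genes (one-sided Fisher's exact test, p = 0.170), and with 11 genes this leaves the question open. *PRR9*, *PRR7* and *PRR5* had log2 fold changes of -1.73, -1.22 and -1.61 and *ELF3* of 1.01, but the call of *PRR9* was lost in 5 and that of *PRR7* in 2 of the 6 fits without a library. The log2 fold changes of *CCA1*, *LHY* and *TOC1* were -0.30, -0.19 and -0.061 (adjusted p = 0.332, 0.439 and 0.881 from edgeR). A difference in stress or in time at harvest cannot be told apart from an effect of *ref4-3* on these genes, and with an estimated correlation, camera's adjusted p-value was 0.239 for the JA genes and for the rapidly induced genes and 0.459 for the clock genes.

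Counts on 3619 pseudogenes were 0.0368, 0.00617 and 0.0301 CPM per kb in wild-type replicates 1, 2 and 3 and 0.0590, 0.0681 and 0.0879 in *ref4-3* replicates 1, 2 and 3. Spearman's rho of count with length across pseudogenes was 0.303 to 0.669 in the libraries, against 0.221 to 0.276 across tested protein-coding genes. A background of reads proportional to gene length is a candidate source of these counts. The 3 *ref4-3* libraries lay above the 3 wild-type libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries can give), so that an effect of genotype cannot be told apart from a difference in preparation. Of the 273 increased genes with a mean under 1 CPM, 105 were still past the thresholds after a background was subtracted, 130 fell under the expression filter, and the rest were tested but not called. Of 26 decreased genes at this level, 24 were kept. How many of the increased genes with low levels come from background could not be settled.

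Genes listed for H3K27me3 have low transcript levels, which could by themselves raise their share among increased genes. Within strata of transcript level, the odds ratio was 1.86 for increased and 1.94 for decreased genes, and after background subtraction 2.05 for increased genes, so that neither level nor this background fully explains the overlaps. Listed genes had a median log2 fold change of 0.51 and the other genes of the stretch -0.07. A link between H3K27me3 in wild type and changed transcript levels in *ref4-3* plants remains a hypothesis here.

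*JMJ30* stayed higher in *ref4-3* plants whichever library was left out (highest adjusted p = 0.0243 from edgeR), whereas *REF6* did not keep its call (highest adjusted p = 0.0837 from edgeR). Over their alternatives, the adjusted p-values ranged from 1.1e-13 to 0.0243 for *JMJ30* and from 0.0011 to 0.0837 for *REF6*. The clock genes above (one-sided Fisher's exact test, p = 0.170) do not settle whether time of day at harvest could explain the change of *JMJ30*.

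Across 21793 protein-coding genes, Spearman's rho of the log2 fold change was 0.0533 with GC content and -0.0483 with transcript length, both under 0.2 in size. Of 266 tested genes within 1 Mb of *MED5b*, 25 (9.40%) were DEGs, against 9.64% elsewhere (odds ratio 0.972, one-sided Fisher's exact test, p = 0.583). This count shows no excess from variants linked to the mutation, but it cannot exclude such a variant at a single gene. *AT2G47950*, among the 5 largest increases named, lies in this window. *MED5b* itself had a log2 fold change of -0.31 (adjusted p = 0.202 from edgeR).

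The 6 libraries can be split into 3 against 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs; the other 6 part only 1 pair. With 4 comparable splits, no share can fall under 0.05. As many DEGs in total, decreased or increased were found in 1 of the 4, the real one, and each of the other 9 splits gave 0 DEGs, with 65 to 880 genes at an unadjusted p under 0.05 against 8823 in the real one. Overlaps of decreased and of increased genes with genes listed for H3K27me3 were as large in 1 of 4, which tests nothing, since the other splits had no DEGs that could overlap. By contrast, camera p-values as small were found in 2 of the 4 for the JA genes, the genes of H3K27me3 homeostasis and the clock genes, and in 1 of 4 for the phenylpropanoid, flavonoid and rapidly induced genes. Over the 9 splits other than the real one, camera's unadjusted p-value was under 0.05 in 6 for JA, 7 for phenylpropanoid, 6 for flavonoid, 0 for H3K27me3 homeostasis, 7 for rapidly induced and 3 for clock genes. Each of these 9 splits sets 2 wild-type libraries and 1 *ref4-3* library against 1 and 2, so part of any difference between genotypes remains in them, and they do not show how often such p-values arise with no difference.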
